# Transcriptomic and Proteomic Analyses Show Minimal Role for ST2 on MCPT5‐Expressing Mast Cells in Primary *Heligmosomoides polygyrus bakeri* Infection

**DOI:** 10.1111/pim.70076

**Published:** 2026-03-30

**Authors:** Nicole W. P. Ong, Suzanne H. Hodge, Christa P. Baker, Danielle J. Smyth, Tania Frangova, Henry J. McSorley

**Keywords:** *Heligmosomoides polygyrus bakeri*, IL‐33, interleukin‐33, mast cell, proteomics, ST2, transcriptomics

## Abstract

The IL‐33/ST2 pathway is important as part of the type 2 immune response against helminth infections. Mast cells express the highest levels of the IL‐33 receptor subunit ST2 of any immune cell, and mast cells can mediate type 2 immune inflammation; however, the role of IL‐33‐driven mast cell responses in helminth infection is poorly understood. We sought to determine the role of mast cell ST2 expression during *Heligmosomoides polygyrus bakeri* (*Hpb*) infection by generating mast cell conditional ST2 knockout (MCPT5^Cre^ × ST2^f/f^, cKO) mice. These mice have normal frequencies of mast cells at steady state but show specific and strong (albeit incomplete) knockdown of ST2 expression on mast cells. On *Hpb* infection, faecal egg and adult worm burden were similar between cKO and littermate controls, as were mast cell degranulation markers, serum IgE and goblet cell hyperplasia. Therefore, we conclude that mast cell ST2 does not play a dominant role in *Hpb* infection. To further investigate the immune response to infection in cKO and littermate controls, transcriptomic and proteomic changes were assessed in duodenal tissues in infected versus naïve mice in cKO and control mice. Minimal transcriptomic and proteomic changes were seen between genotypes, whereas substantial changes were seen between naïve and infected mice, regardless of genotype. *Hpb* infection induced local increases at the transcript and protein level for mast cell proteases (MCPT1 and MCPT2), resistin‐like molecules (RELMα and RELMβ) and markers such as the phospholipase PLA2G4C and the pore‐forming protein gasdermin C. Bulk proteomic analysis was also searched against the *Hpb* genome to identify *Hpb* proteins present in the duodenal tissues. A list of 60 *Hpb* proteins of interest was identified in infected duodenal samples, of which 18 contain a signal peptide and are present in the excretory/secretory products of *Hpb* (HES) (likely secretory products including immunomodulatory proteins); 28 proteins are present in HES but do not contain a signal peptide (likely excretory products); and 14 proteins are not present in HES (likely proteins present in the remnants of *Hpb* within the duodenum). This work thus provides datasets for changes in the mouse intestine due to *Hpb* infection, at both the transcript and protein level, as well as a dataset of *Hpb* proteins detectable in the mouse duodenum at day 14 of infection.

## 1 Introduction

Soil transmitted helminths (STH) infect hundreds of millions of people worldwide, causing significant morbidity including anaemia, impaired growth and gastrointestinal manifestations of ill‐health [1]. They are often associated with a type 2 immune response, characterised by the release of epithelial cytokines such as IL‐25 and IL‐33, activation of innate and adaptive lymphocytes such as type 2 innate lymphoid cells and CD4+ Th2 cells; the release of type 2 effector cytokines including IL‐4, IL‐5 and IL‐13; the induction of IgE antibody responses; and the recruitment and activation of type 2 effector cells such as eosinophils and mast cells [2, 3]. These type 2 immune responses also result in changes to the architecture of the intestine, through acting on stromal cells to induce proliferation of secretory cells such as goblet cells, increased epithelial turnover and smooth muscle contraction, leading to the so‐called ‘weep and sweep’ response which can eject parasites from the intestinal lumen [4].

Parasitic helminths have developed a range of effector molecules to suppress the development of the types of immune responses that eject them. In the case of the model intestinal nematode *Heligmosomoides polygyrus bakeri* (*Hpb*), these include the secretion of various immunomodulatory protein families including the HpARIs (which bind IL‐33) [5], the HpBARIs (which bind the IL‐33 receptor, ST2) [6], the TGMs (which bind the TGF‐β receptor) [7] and HpBoRB (which binds to the anthelmintic effector protein RELMβ) [8]. As both the HpARIs and the HpBARIs block the IL‐33 pathway, it follows that this cytokine pathway is particularly important to resistance to intestinal nematodes. Indeed, total IL‐33‐ or ST2‐deficient mice show increased susceptibility to a wide range of intestinal helminths, including *Hpb* [9, 10]. However, the proximal responders to IL‐33 release in the intestine, and the cellular target of HpARI‐ and HpBARI‐mediated suppression, are not well understood.

There are multiple cell types which express ST2, the cognate subunit of the IL‐33 receptor, including ILC2s, Th2 cells and eosinophils; however, the immune cell type with the highest expression of ST2 is the mast cell [11, 12]. When mast cells are stimulated with IL‐33, they secrete cytokines such as IL‐6 and IL‐13, and IL‐33 stimulation can synergise with FcERI‐mediated degranulation to further increase cytokine release [13]. Despite their association with IL‐33 responsiveness and IgE‐FcERI‐mediated degranulation responses, the role of mast cells in helminth infection is under‐researched. Mast cells have been implicated in the production of IL‐33, either cell‐intrinsically [14], or via induction of the release of epithelial cell‐derived IL‐33 [15]. However, their role in responding to the cytokine is unclear.

We hypothesised that mast cell responses to IL‐33 could be important in the type 2 immune response to the parasite. To this end, we used MCPT5^Cre^ × ST2^f/f^ (cKO) mice to determine the role of IL‐33 signalling in mast cells during *Hpb* infection. We assessed immune responses in the draining lymph nodes, and transcriptomic and proteomic studies of the intestine to assess responses to the parasite. Finally, we used proteomics to identify parasite proteins which are retained in the intestinal tissue once the parasites have left the wall of the gut.

## 2 Methods and Materials

### 2.1 Mice and Ethics Statement

Wild‐type C57BL/6J were purchased from Charles River, UK. *Mcpt5‐Cre* mice (C57BL/6J background) (known henceforth as ‘MCPT5^Cre^’) [16] were provided by Prof. Dr. med. Axel Roers (Heidelberg University, Germany). C57BL/6N‐A^tm1Brd^ *Il1rl1* ^tm1c(KOMP)Wtsi^/RleeMmucd mice, RRID:MMRRC_048182‐UCD (known henceforth as ‘ST2^f/f^’), were obtained from the Mutant Mouse Resource and Research Center (MMRRC) at University of California at Davis, an NIH‐funded strain repository, and were donated to the MMRRC by The KOMP Repository, University of California, Davis; originating from Dr. Richard Lee, Brigham and Women's Hospital [17]. MCPT5^Cre^ mice were crossed with ST2^f/f^ mice, then backcrossed to give required genotypes. MCPT5^Cre^ × ST2^f/f^ mice were used as conditional knockouts (cKO), while MCPT5^WT^ × ST2^f/f^ littermates were used as controls. Mice were housed at 19ºC–21°C, 45%–65% humidity, under a 12/12‐h light dark cycle and allowed ad libitum access of tap water and commercial RM3 pellet food. Mouse accommodation and procedures were performed under UK Home Office licence PP9520011 with institutional oversight performed by qualified veterinarians. Mixed male and female mice were used throughout, and no sex‐specific differences were detected.

### 2.2 *Hpb* Maintenance, Infection and Parasitological Readouts

Life cycle of *Hpb* was maintained as described previously [18]. Mice were infected with *Hpb* by oral gavage of 200 L3 *Hpb* in water. Adult *Hpb* worm burden was quantified by dissecting the whole small intestine longitudinally and manually picking out *Hpb* worms. *Hpb* egg burden was quantified by collecting and weighing faecal pellets, which were then soaked in water and resuspended in a saturated salt solution to create a faecal slurry. Faecal slurry was then deposited on a McMaster slide for *Hpb* egg counts.

### 2.3 Serum Collection, Peritoneal Lavage (PL), Tissue Dissection and Preparation of Single Cell Suspensions

Mice were culled by overdose of medetomidine and ketamine, and exsanguinated by severing of a major artery to collect blood for serum analysis. The peritoneal cavity was lavaged with two washes of 5 mL of ice‐cold PBS to collect peritoneal lavage (PL) cells. Dissected mesenteric lymph nodes (mLNs) were macerated through a 70 μm cell strainer (BD Biosciences) in RPMI 1640 medium to obtain a single cell suspension. Red blood cells in PL were lysed by incubation with ACK Lysing Buffer (Gibco) at room temperature before quenching and centrifugation at 400 *g* for 5 min. Supernatant was discarded and PL or mLN cells were resuspended in PBS or FACS buffer (PBS supplemented with 0.5% BSA and 0.05% sodium azide) respectively for cell counts with a haemocytometer.

### 2.4 Flow Cytometry

For surface staining, cells were incubated with Zombie UV Fixable Viability dye (Biolegend) for 20 min in the dark, at room temperature, then washed and incubated with anti‐CD16/32 (Biolegend) in FACS buffer (PBS supplemented with 0.5% BSA and 0.05% sodium azide) for 10 min in the dark, at 4°C. Cells were washed and incubated in FACS buffer containing appropriate antibodies for 20 min in the dark, at 4°C. Antibodies used for surface staining were a lineage cocktail either on FITC (CD3‐FITC (clone 145‐2C11), CD5‐FITC (clone 53‐7.3), CD11b‐FITC (clone M1/70), CD19‐FITC (clone 6D5), CD49b‐FITC (clone DX5, Invitrogen), GR‐1‐FITC (clone RB6‐8C5)) or Pacific Blue (CD3‐Pacific Blue (clone 17A2), CD5‐Pacific Blue (clone 53‐7.3), CD11b‐Pacific Blue (clone M1/70), CD11c‐Pacific Blue (clone N418), B220‐Pacific Blue (clone RA3‐6B2)), NK1.1‐Pacific Blue (clone PK136); CD45‐AF700 (clone 30‐F11) or CD45‐APCCy7 (clone I3/2.3), ckit‐Pacific Blue (clone 2B8), FcεRI‐PECy7 (clone MAR‐1), IgE‐PE (clone RME‐1), CD127‐FITC (clone A7R34), CD90.2‐AF700 (clone 30‐H12), CD4‐Brilliant Violet 711 (clone GK1.5), ST2‐APC (clone RMST2‐2, Invitrogen) or ST2‐biotin (clone DIH9) and Streptavidin‐APC (all from Biolegend except where indicated). Cells were washed and resuspended in FACS buffer prior to acquisition. Acquisition was performed on the LSRFortessa (BD Biosciences) and data were analysed on FlowJo software v10 (BD Life Sciences, FlowJo LLC).

For intracellular staining, eBioscience Foxp3/Transcription Factor Staining Buffer Set (Invitrogen) was used as per manufacturer's instructions. Briefly, after surface staining, cells were incubated in Foxp3 Fixation/Permeabilisation solution overnight at 4°C in the dark. Cells were incubated with 1× permeabilisation buffer containing antibodies against GATA3‐PE (clone TWAJ, Invitrogen) and Foxp3‐PECy7 (clone FJK‐16s, Invitrogen), for 30 min in the dark, at 4°C prior to washing and acquisition.

### 2.5 ELISA

For MCPT‐1 (Invitrogen), MCPT‐4 (Aviva Systems Biology) and IgE (Biolegend), ELISA kits were used as per manufacturer's instructions. OD450 and OD570 readings were taken with a CLARIOstar Microplate Reader (BMG Labtech).

### 2.6 Histology and Imaging

Small intestines were prepared for histology as described previously [19]. Briefly, small intestines were dissected out and contents flushed with PBS, fixed in 4% neutral buffered formalin and rolled into Swiss rolls. After tissue processing and embedding in paraffin, 5 μm sections were cut and stained with Periodic Acid‐Schiff (PAS). Samples were visualised under a Leica ICC50 HD microscope, with images taken with Leica LAS EZ software and analysed on Fiji software. Cell counts were performed manually and intestinal area was quantified by area calculation of manually indicated regions on Fiji 1.53q (open‐source; Schindelin et al. [20]).

### 2.7 Bulk‐RNA Sequencing

Small intestines were flushed with PBS to remove luminal material. The first 0.5 cm from the duodenum end was dissected and stored in RNAlater solution (Thermo Fisher) overnight at 4°C, then stored at −70°C until processing and data analysis by Azenta Life Sciences whereby tissues were used for bulk RNA sequencing with PolyA section, 30 million read pairs per sample. Read counts were normalised across samples to determine differentially expressed genes. DESeq2 was used to compare gene expression across treatment groups with the Wald test and Benjamini‐Hochberg procedure used to calculate *q*‐values. Genes with a *q*‐value < 0.05 and absolute log2 fold change > 1 were determined as significantly differentially expressed genes.

### 2.8 Sample Preparation for Mass Spectrometry

Subsequent 0.5 cm of small intestine from the duodenum end was dissected, flash frozen in dry ice and stored at −70°C until processing for mass spectrometry. Sample preparation protocol was adapted from published literature [21]. Briefly, tissue was digested in lysis buffer (5% SDS, 50 mM TEAB in water) and sonicated at maximum amplitude for 15 cycles of 30 s on, 30 s off. Tubes were briefly centrifuged to collect liquid to bottom of tubes, and benzonase (Merck) was added. Protein yield was determined using the BCA method, then TCEP (final concentration 10 mM) was added and incubated at 55°C for 5 min. 0.5 M iodoacetamide (Sigma) was added to samples and incubated at room temperature for 1 h in the dark. Lysates were acidified and loaded onto S‐Trap mini spin columns (ProtiFi) for trypsin (Promega) digestion and peptide dehydration as described previously [21]. A sample of excretory/secretory products of *Hpb* (HES—prepared as previously described; Johnston et al. [18]) was also prepared and run for proteomic analysis and comparison.

### 2.9 Liquid Chromatography–Mass Spectrometry (LC–MS)

Mass spectrometry was conducted by University of Dundee FingerPrints Proteomics Facility. Sample volumes equivalent to 1.25 μg of peptides were injected onto an UltiMate 3000 RSLCnano system (Thermo Scientific) and electrosprayed into an Orbitrap Exploris 480 Mass Spectrometer (Thermo Fisher). The following LC buffers were used: Buffer A—0.1% formic acid (Fisher Scientific) in MilliQ water (v/v); Buffer B—80% acetonitrile (VWR) and 0.1% formic acid in MilliQ water (v/v). Samples were loaded at 10 μL/min onto a trap column (100 μm × 2 cm, PepMap nanoViper C18 column, 5 μm, 100 Å, Thermo Scientific) equilibrated with 0.1% trifluoroacetic acid (TFA, Thermo Scientific). The trap column was washed for 3 min at the same flow rate with 0.1% TFA then switched in‐line with a resolving C18 column (75 μm × 50 cm, PepMap RSLC C18 column, 2 μm, 100 Å, Thermo Scientific). Peptides were eluted from the column at a constant flow rate of 300 nL/min with a linear gradient from 3% buffer B to 6% buffer B in 5 min, then from 6% buffer B to 35% buffer B in 115 min and finally from 35% buffer B to 80% buffer B within 7 min. The column was then washed with 80% buffer B for 4 min. Two blanks were run between each sample to reduce carry‐over. The column was kept at a temperature of 50°C.

The data were acquired using an easy spray source operated in positive mode with spray voltage at 2.25 kV, and the ion transfer tube temperature at 250°C. The MS was operated in DIA mode. A scan cycle comprised a full MS scan (m/z range from 350 to 1650), with RF lens at 40%, AGC target set to custom, normalised AGC target at 300%, maximum injection time mode set to custom, maximum injection time at 20 ms, microscan set to 1 and source fragmentation disabled. MS survey scan was followed by MS/MS DIA scan events using the following parameters: multiplex ions set to false, collision energy type set to normalised, HCD collision energies set to 25.5%, 27% and 30%, orbitrap resolution 30,000, first mass 200, RF lens 40%, AGC target set to custom, normalised AGC target 3000%, microscan set to 1 and maximum injection time 55 ms. Loop control *N*, *N* (number of spectra set to 23). Data for both MS scan and MS/MS DIA scan events were acquired in profile mode.

### 2.10 Proteomic Analysis

Raw data files were ran on Spectronaut 19 against *Mus musculus* (Swissprot Trembl November 2023), *Hpb* (transcriptome described previously; Hewitson et al. [22]) and common contaminants fasta file using stringent identification settings [23]. Intensity‐based absolute quantification (iBAQ) was exported from Spectronaut and used for quantitative analysis. *M. musculus* and *Hpb* proteomes were separated, and differential comparisons were conducted using limma function outputs including log2 fold changes, *p*‐values and *q*‐values [24]. *Hpb* proteins were analysed for the presence of a signal peptide using SignalP‐6.0 [25].

### 2.11 Statistical Analysis

Statistical analysis was performed on Graphpad Prism 10 (Graphpad). For comparisons across two groups, unpaired *t*‐test was used. For comparisons across more than two groups, one‐way ANOVA or two‐way ANOVA and multiple comparisons was used as stated in figure captions. Reports of statistical values are as follows: ns (*p* > 0.05), * (*p* ≤ 0.05), ** (*p* ≤ 0.01), *** (*p* ≤ 0.001), **** (*p* ≤ 0.0001).

## 3 Results

### 3.1 MCPT5^Cre^ × ST2^f/f^ Mice Show No Change in Susceptibility to *Hpb* Infection

To investigate the role of ST2 expression on mast cells, we generated MCPT5^Cre^ × ST2^f/f^ (cKO) mice to conditionally delete ST2 in MCPT5‐positive mast cells. On *Hpb* infection, we found that these cKO mice showed no change in egg or parasite burden over 28 days of infection, when compared to Cre‐negative littermate controls (Figure 1A,B). Immunological responses to *Hpb* were assessed at day 14 of infection (at the peak of the type 2 immune response) showing similar induction of serum IgE and mast cell proteases MCPT‐1 and MCPT‐4 in cKO and control mice (Figure 1C–E). This suggests that there was no difference in IgE‐mediated mast cell degranulation in cKO mice compared to controls.

**FIGURE 1:**
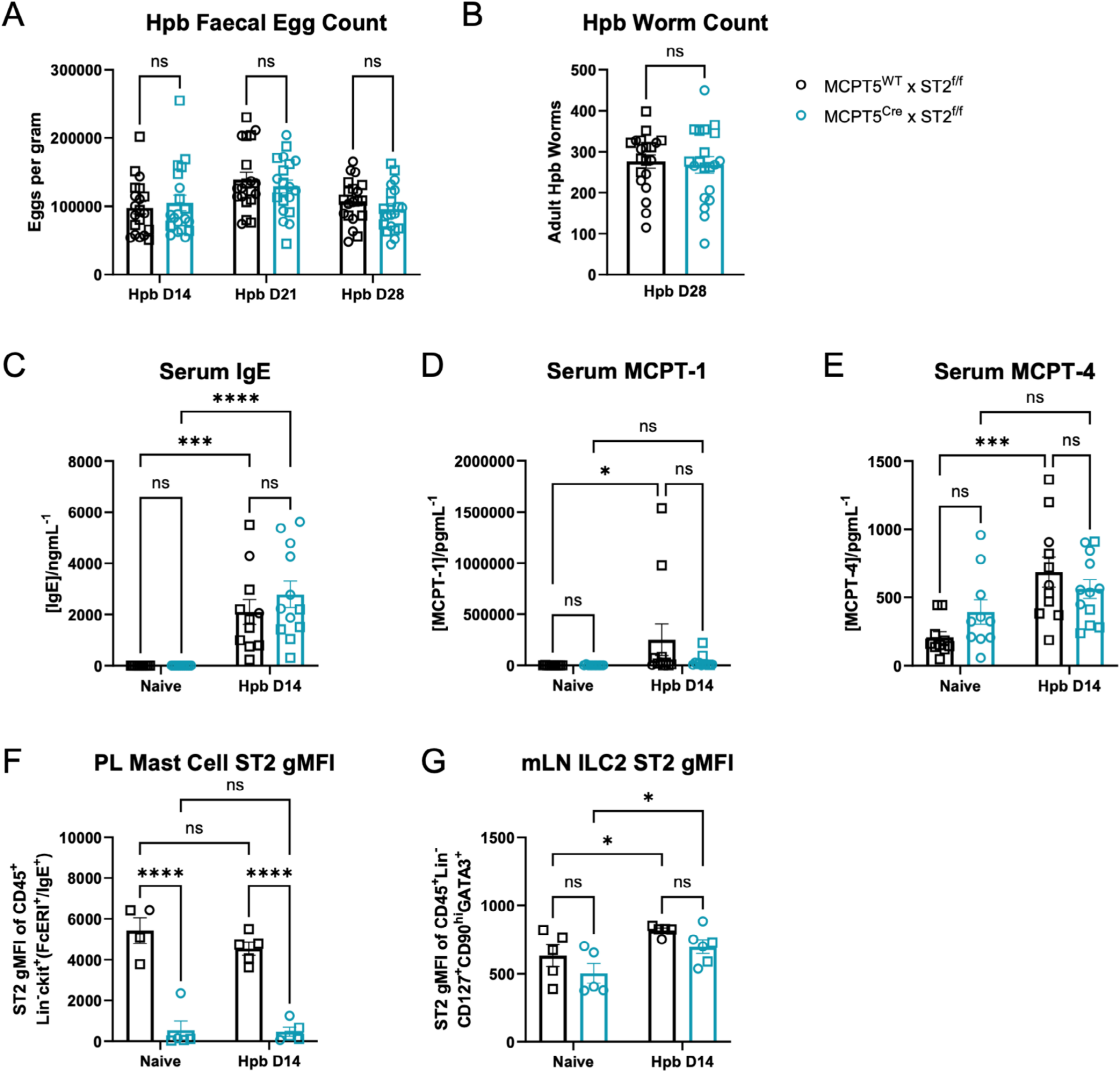
Mast cell ST2 plays no role in susceptibility and serum responses to *Hpb* infection. MCPT5^Cre^ × ST2^f/f^ and MCPT5^WT^ × ST2^f/f^ mice were infected with 200 L3 *Hpb* larvae by oral gavage. At days 14, 21 and 28 of infection, *Hpb* eggs per gram of faeces (A) and adult worm burdens in the small intestine at day 28 of infection (B) were assessed. Data in (A, B) is pooled across 2 independent experiments, each with *n* = 10/group and was analysed by 2‐way ANOVA with Tukey's multiple comparisons test. Separate cohorts of mice were culled at day 14 of infection (vs. naïve controls) and serum levels of total IgE (C), mast cell protease‐1 (MCPT‐1) (D) and MCPT‐4 (E) were measured. Data in (C–E) is pooled across 2 independent experiments, each with *n* = 4–5/group and was analysed by Welch's *t*‐test. Peritoneal lavage (PL) and mesenteric lymph node (mLN) cells were also prepared for flow cytometry to assess mast cell (F) and type 2 innate lymphoid cell (ILC2) (G) ST2 expression (geometric mean fluorescence intensity [gMFI]). Data in (F, G) is representative of 2 experiments, each with *n* = 4–5/group and was analysed by 2‐way ANOVA and Fisher's LSD test. Mice were 8–20 weeks old, with both males (open squares) and females (open circles) used. Error bars show mean ± SEM.

In the course of this work, it became clear that staining for FcERI (used to gate on mast cells) varied during *Hpb* infection, and that over a timecourse of *Hpb* infection of wildtype mice, the FcERI signal by flow cytometry negatively correlated with total IgE levels (Figure S1A–D). This effect was attributed to an artefact of the inability of the MAR‐1 clone of the anti‐FcεRI antibody to bind IgE‐bound FcεRI [26, 27]. Therefore, FcεRI is an unreliable marker of mast cells during infection, and subsequently mast cells were gated as CD45^+^Lin^−^ckit^+^(FcεRI^+^/IgE^+^), thereby including cells that were singly positive for either FcεRI or IgE to account for this artefact (Figure S1E).

Taking this into consideration, ST2 expression on mast cells at day 14 of *Hpb* infection was similar to that seen in naïve mice, with a robust deletion of ST2 expression in mast cells from cKO mice (Figure 1F), while mLN ILC2s retained normal levels of ST2 expression (Figure 1G). Therefore, these cKO mice showed a specific knockdown of ST2 on MCPT5‐positive mast cells, and not other immune cells, as expected.

Type 2 immune responses in the mLN were also measured at day 14 of infection. Th2 and ILC2 responses also appeared unaffected, with similar robust induction of GATA3^+^Foxp3^−^ Th2 frequencies of CD4^+^ T cells and total Th2 numbers on infection in both cKO and control mice (Figure 2A,B). *Hpb* infection increased GATA3^+^Lineage^−^ ILC2 numbers, but not frequency, and this response was again unaffected in cKO versus littermate controls (Figure 2C,D). Finally, goblet cell hyperplasia on infection was also unaffected by conditional KO of ST2 (Figure 2E,F). Therefore, susceptibility to *Hpb* infection and the resulting type 2 immune response to the parasite appeared unchanged in cKO mice.

**FIGURE 2:**
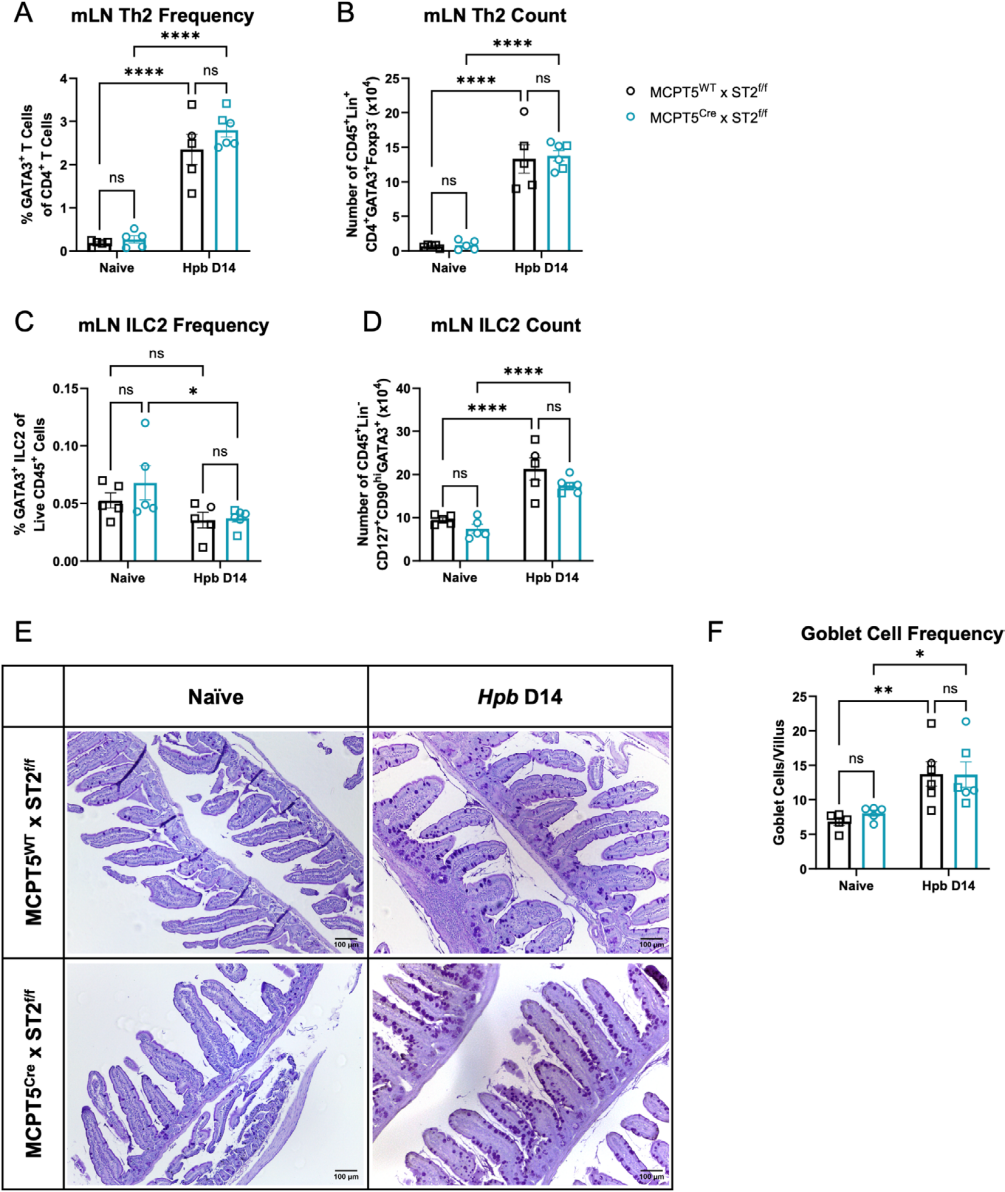
Mast cell ST2 plays no role in type 2 immune responses to *Hpb* infection. MCPT5^Cre^ × ST2^f/f^ mice and MCPT5^WT^ × ST2^f/f^ mice were infected with 200 L3 *Hpb* larvae by oral gavage and culled at day 14 of infection, comparing to uninfected naïve mice. Mesenteric lymph node (mLN) cells were taken and stained for flow cytometry to assess proportions (A) and numbers (B) of Th2 cells, and proportions (C) and numbers (D) of type 2 innate lymphoid cells (ILC2). Small intestinal Swiss rolls were stained with Periodic acid‐Schiff (PAS): Representative images shown in (E), and enumeration of goblet cells per villus in (F). Goblet cells were quantified across 3 ROIs per sample, with at least 6 villi quantified per treatment group. Scale bar represents 100 μm. Data in (A–D) is representative of at least 2 experiments, each with *n* = 4–5/group, and was analysed by 2‐way ANOVA and Fisher's LSD test. Data in (E, F) is from a single experiment, with *n* = 4–5/group, and was analysed by 2‐way ANOVA and Fisher's LSD test. Mice were 8–20 weeks old, with both males (open squares) and females (open circles) used. Error bars show mean ± SEM.

### 3.2 Transcriptomics and Proteomics of *Hpb*‐Infected Duodenum

In order to determine if changes could be seen in cKO mice at the site of infection, we then conducted transcriptomic and proteomic analysis in naïve and *Hpb*‐infected duodenal tissues (Figures 3 and 4). 

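RNA from the duodenum of 13 mice, 1 library per mouse, was analysed in 4 groups. These were 3 naïve control mice, 4 naïve cKO mice, and 2 control mice and 4 cKO mice at day 14 after gavage of 200 *Hpb* L3 larvae. Other mice of the experiment are not analysed here. ST2, the IL-33 receptor, is encoded by *Il1rl1*, and the Cre in cKO mice is driven from the gene for MCPT5 (*Cma1*), a protease of connective tissue mast cells. Across the whole tissue *Il1rl1* was at 0.801 ± 0.566 TPM (SD, n = 3) in naïve control mice and 1.06 ± 0.439 TPM (SD, n = 4) in naïve cKO mice. In infected mice it was at 3.20 ± 0.611 TPM (SD, n = 2) in controls and 2.54 ± 0.671 TPM (SD, n = 4) in cKO mice, with no difference past the test between infected genotypes (log2 fold change −0.30, adjusted p = 0.961 from limma). *Cma1* was at 0.072 to 2.56 TPM over all libraries.

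The 0.5 cm of duodenum next to the stomach was flushed and kept in RNAlater, and polyadenylated RNA was sequenced, as the paper's methods state. The deposited values are TPM, transcript levels scaled by the authors to the same total in every library, so the depth of each library is unknown here. Each library summed to 1000000 TPM over 49315 genes, with 24404 to 26062 genes above 0. Values were tested as log2(TPM + 0.5) with limma for the 20812 genes at 0.5 TPM or more in at least 2 libraries, and a gene passed the test at an adjusted p under 0.05 with a log2 fold change beyond 1 in either direction. All naïve control mice and both infected control mice were male, all naïve cKO mice were female, and the infected cKO mice were 3 males and 1 female. *Xist*, expressed from the inactive X chromosome, was at 20.1 to 43.5 TPM in the females and 0.431 to 0.866 TPM in the males, as labelled.

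Transcripts of genes typical of neighbouring organs were present in every library, and the tissue they came from was not measured. Digestive enzyme genes of pancreatic acinar cells held from 0.815% to 54.0% of all TPM, and mucous and gland genes of the stomach held from 0.0157% to 3.76%. Within groups, the acinar share was 23.9% ± 25.8 (SD, n = 3) in naïve control mice, 27.9% ± 22.1 (SD, n = 4) in naïve cKO mice, 7.57% ± 3.57 (SD, n = 2) in infected control mice and 18.0% ± 17.4 (SD, n = 4) in infected cKO mice. The stomach share was 0.311% ± 0.511 (SD, n = 3) in naïve control mice and 0.338% ± 0.634 (SD, n = 4) in naïve cKO mice, with highest values of 0.901% and 1.29%. It was 0.044% ± 0.00354 (SD, n = 2) in infected control mice and 2.15% ± 1.62 (SD, n = 4) in infected cKO mice.

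**Figure D1:**
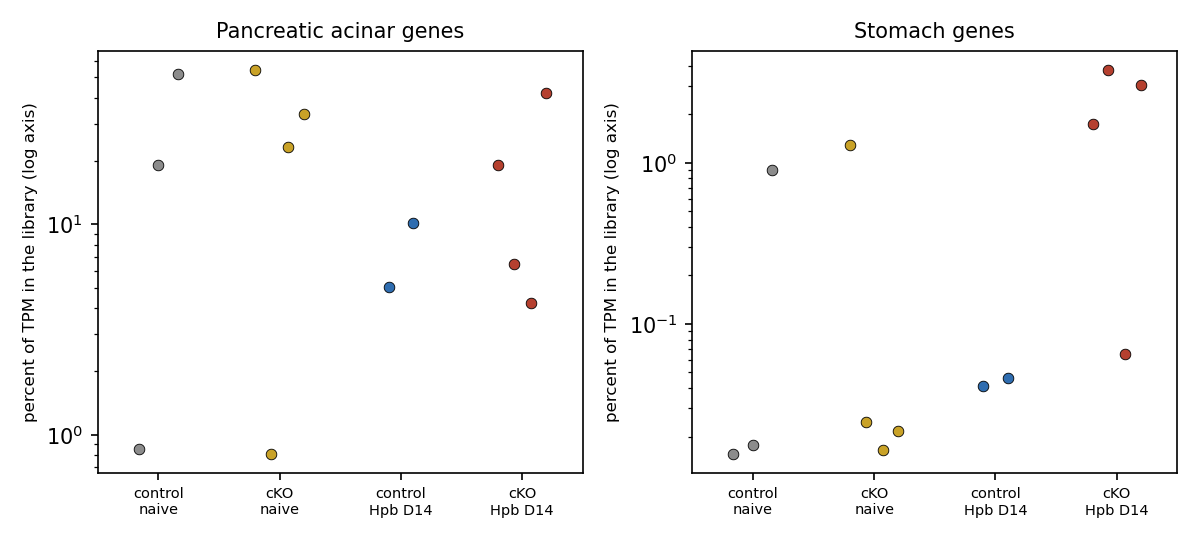
Percent of all TPM held by pancreatic acinar genes and by stomach genes, on log axes, with 1 point per library in the 4 groups. The stomach share of all 4 infected cKO libraries (0.0653%, 1.74%, 3.04% and 3.76%) lay above both infected control libraries (0.0415% and 0.0465%), with the lowest close to them.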

Transcript per million (TPM) values for all samples are shown in Table S1, and iBAQ values are shown in Table S2.

**FIGURE 3:**
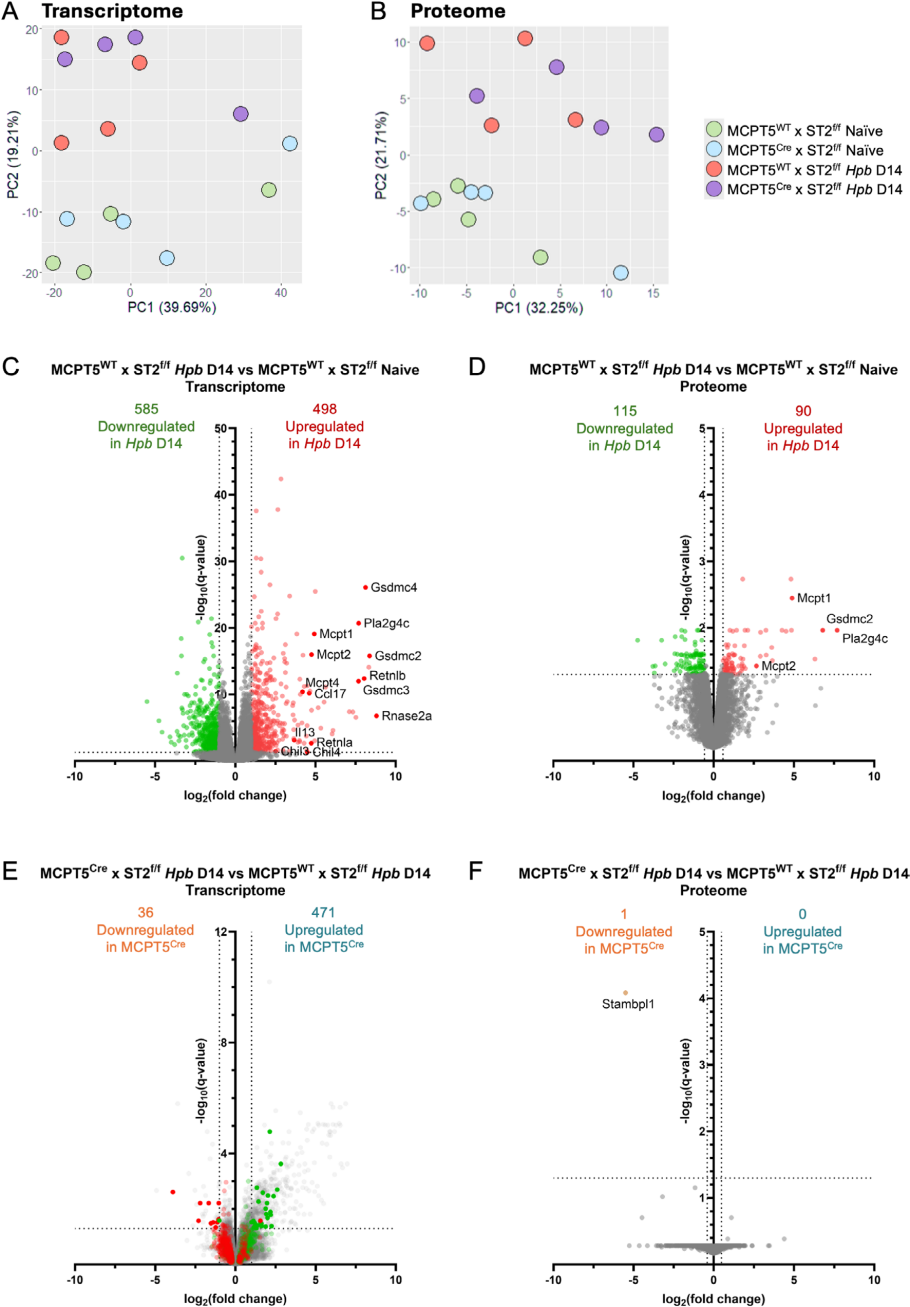
Transcriptomic and proteomic analyses of naïve and *Hpb*‐infected MCPT5^Cre^ × ST2^f/f^ and MCPT5^WT^ × ST2^f/f^ mice. MCPT5^Cre^ × ST2^f/f^ mice and MCPT5^WT^ × ST2^f/f^ mice were either left naïve or infected with 200 L3 *Hpb* larvae by oral gavage, and culled at day 14 of infection. Duodenal tissue was taken for bulk RNAseq and mass spectrometry analysis. Principal component analysis (PCA) of duodenal bulk RNAseq data (A) and mass spectrometry analysis (B). Volcano plot of transcript levels in infected versus naïve MCPT5^WT^ × ST2^f/f^ mice, log2(fold change) cutoff = 1, *q*‐value cutoff = 0.05 (C). Volcano plot of protein levels in infected versus naïve MCPT5^WT^ × ST2^f/f^ mice, log2(fold change) cutoff = median ± 1 SD, *q*‐value cutoff = 0.05 (D). Volcano plot of transcript levels in infected MCPT5^Cre^ × ST2^f/f^ versus MCPT5^WT^ × ST2^f/f^ mice, log2(fold change) cutoff = 1, *q*‐value cutoff = 0.05 (E). Volcano plot of protein levels in infected MCPT5^Cre^ × ST2^f/f^ versus MCPT5^WT^ × ST2^f/f^ mice, log2(fold change) cutoff = median ± 1 SD, *q*‐value cutoff = 0.05 (F). Data are from a single experiment, with *n* = 4–5/group. Mice were 12–20 weeks old, with both males and females used.

**FIGURE 4:**
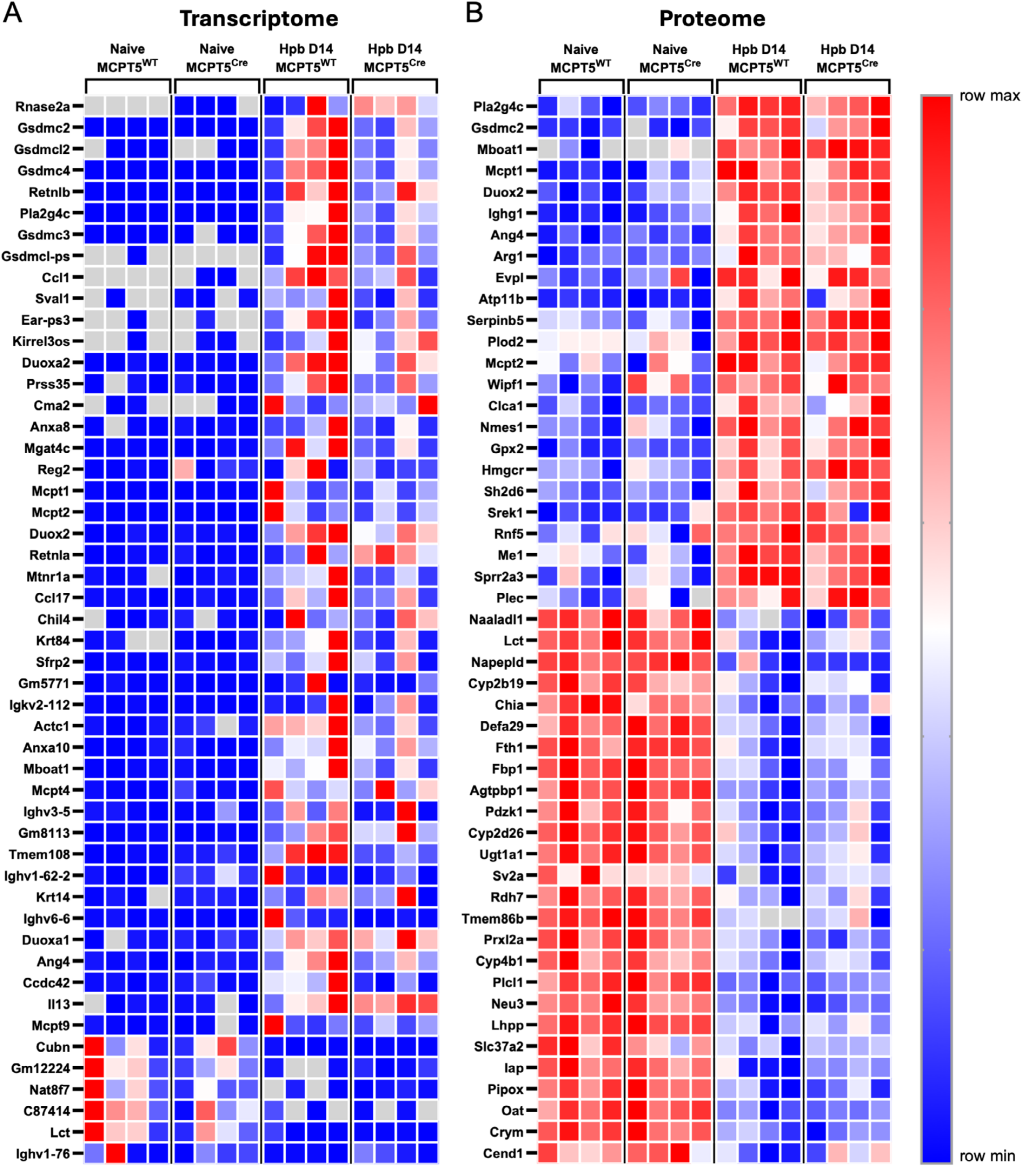
Heatmaps of transcriptomic and proteomic changes in naïve and *Hpb*‐infected MCPT5^Cre^ × ST2^f/f^ and MCPT5^WT^ × ST2^f/f^ mice. Heatmap showing the top 50 significantly differentially expressed genes (A) or proteins (B) by fold change in naïve and *Hpb*‐infected mice at day 14 of infection in MCPT5^Cre^ × ST2^f/f^ mice and MCPT5^WT^ × ST2^f/f^ mice. Grey boxes indicate that gene/protein product was not identified within the sample. Data are from a single experiment, with *n* = 4–5/group. Mice were 12–20 weeks old, with both males and females used.

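The transcripts of this heatmap were chosen by the authors on mice that include the 13 analysed here, so their direction is not independent evidence. Of these 50 genes, 20 were higher and 0 were lower in infected than in naïve control mice, and 44 had a log2 fold change above 0 (median 2.83, limma). In cKO mice, 28 were higher and 2 were lower with infection, with a median of 1.99. Between infected cKO and infected control mice, 1 of the 50 was higher and 0 were lower, and the median log2 fold change was −0.03. None of the 50 passed the test of whether infection changed expression differently in cKO and control mice.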

Using bulk RNAseq of duodenal samples, we compared the overall transcriptional landscape of naïve and infected mice. Using PCA analysis, mice showed separation by infection status but not by genotype (Figure 3A). Likewise, PCA analysis of mass spectrometry proteomic results showed a similar effect (Figure 3B).

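Infected and naïve libraries were apart along PC2 and overlapped along PC1. On PC2, which held 21.9% of the variance of the 500 most variable genes, the 6 infected libraries scored −25.5 to −4.9 and the 7 naïve libraries 0.2 to 27.0. The genes with the largest weights on PC2 were the gasdermin C genes *Gsdmc4*, *Gsdmc2* and *Gsdmc3*, the phospholipase gene *Pla2g4c*, the goblet cell gene *Retnlb* and the mucosal mast cell protease gene *Mcpt1*. Genes of the liver also had weights of the same sign, with *Alb* at rank 10, *Mup3* at 11, *Ahsg* at 16 and *Serpina3k* at 18. On PC1, which held 35.8% of the variance, the largest weights were on *Gkn1*, *Tff1*, *Gkn2*, *Muc6* and *Gkn3*. These genes are expressed in mucous cells of the stomach, but the data do not show that their transcripts came only from there. The 5 libraries with the highest stomach gene levels scored 15.7 to 32.8 on PC1, and the other 8 scored −37.1 to −1.5. These 5 were infected cKO replicates 1, 2 and 4, naïve cKO replicate 1 and naïve control replicate 4.

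The separation by infection had a 2-sided exact permutation p of 0.000583 on PC2 (adjusted p = 0.00233 over 4 such tests) and 0.202 on PC1 (adjusted p = 0.403). Infection accounted for 75.9% of the variance of PC2 scores, and genotype for 3.1%. For genotype the exact permutation p was 0.421 on PC1 and 0.552 on PC2 (adjusted p = 0.552 for both), which does not show that the genotypes were alike. Without naïve control replicate 4 the adjusted p of the exact permutation test for infection was 0.0606 on PC2, and without naïve cKO replicate 1 it was 0.0433 on PC1.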

To first assess the transcriptomic response to *Hpb* infection, bulk RNAseq data of duodenal tissue from naïve control mice and those at day 14 of *Hpb* infection were compared. 

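In control mice, day 14 of *Hpb* infection came with higher levels of an epithelial and mast cell group of genes, and 36 genes were higher and 2 lower than in naïve controls. Among 16 measured epithelial genes that respond to IL-13, with the gasdermin C family among them, 9 rose and 0 fell (13 rose when adjusted over the list alone), with a median log2 fold change of 4.02. *Duoxa2*, which matures the hydrogen peroxide-producing oxidase of the epithelium, rose from 1.89 ± 1.63 TPM (SD, n = 3) to 65.4 ± 51.7 TPM (SD, n = 2), a log2 fold change of 4.73 (SE 0.63, adjusted p = 0.00581). *Gsdmcl2*, a gasdermin C-like gene whose reads may be shared with its paralogs, rose by 4.21 (SE 0.58, adjusted p = 0.00801). Of 4 mucosal mast cell protease genes, 3 rose (4 when adjusted over the list alone; median 4.35), among them the chymase gene *Cma2* (3.41, SE 0.52, adjusted p = 0.014). Of 18 goblet cell genes, 1 rose and 0 fell (5 rose when adjusted over the list alone; median 1.10). These 3 lists passed camera's test with an estimated correlation between genes (adjusted p = 0.0223, 0.0223 and 0.026). Each holds genes that the paper names as raised in this experiment, such as *Pla2g4c*, *Mcpt1* or *Retnlb*. The paper's heatmap had also been seen before the lists were written, so these tests are not independent evidence.

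Other groups passed camera's test only with its preset correlation. Of 20 genes of cholesterol synthesis, 0 passed the test over all genes and 15 were higher when adjusted over the list alone (median 1.52, adjusted p = 0.228 with an estimated correlation). Of 17 fibroblast and extracellular matrix genes the counts were 0 and, adjusted over the list alone, 10 higher (median 1.33, adjusted p = 0.0966 with an estimated correlation). For 13 type 2 cytokine and chemokine genes they were 1 and, adjusted over the list alone, 7 higher (median 1.22, adjusted p = 0.132 with an estimated correlation). Of 6 eosinophil genes 2 rose (2 when adjusted over the list alone; adjusted p = 0.209 with an estimated correlation), and 1 of them was *Ear2*, an eosinophil ribonuclease (2.11, SE 0.37, adjusted p = 0.033). Of 18 Paneth cell genes 0 passed, and their median was −0.71 (adjusted p = 0.425 with an estimated correlation). Lower genes were *Edaradd*, an adaptor of ectodysplasin signalling (−1.98, SE 0.35, adjusted p = 0.0336), and *Gm23170*, named here after its values were seen. *Gm23170* was at 0.656 to 1.61 TPM in naïve control mice and listed at 0 in infected control mice. Pancreatic acinar genes had a median log2 fold change of −0.61 in the same comparison and stomach genes of −0.17, with 0 of 20 and 0 of 13 past limma's test (adjusted p = 0.903 with an estimated correlation for both).

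The median of all genes moved by 0.27 on the log2 scale. All control mice were male, so a fit of male mice only leaves out no mouse of this comparison and changes only the shared estimate of spread. The 36 higher genes became 17, 15, 16 and 10 without naïve control replicate 1 or 3 or infected control replicate 1 or 2, 18 in male mice only and 0 with only these 2 groups in limma's fit, and median ratio scaling gave 75 higher and 53 lower. The 2 lower genes became 0 without naïve cKO replicate 2, 3 or 4, infected control replicate 2 or infected cKO replicate 1 or 2, 1 without naïve control replicate 1 or 3 or naïve cKO replicate 1, 4 without infected control replicate 1 or infected cKO replicate 4, and 7 without naïve control replicate 4. The call of *Duoxa2* and of *Gsdmcl2* ended without infected control replicate 2 (adjusted p = 0.177 and 0.109), that of *Cma2* without naïve control replicate 1 or infected control replicate 1 (0.0607 and 0.206). Those of *Ear2* and *Edaradd* each ended without any of 10 libraries (0.0523 to 0.697 and 0.05 to 0.57), which were every library other than naïve cKO replicate 1 and infected cKO replicates 3 and 4. All 5 calls also ended with only these 2 groups in the fit (0.28 to 0.467), those of *Duoxa2*, *Gsdmcl2*, *Ear2* and *Edaradd* in male mice only (0.0626 to 0.0918), and those of *Gsdmcl2*, *Cma2*, *Ear2* and *Edaradd* with replicate number as a block (0.052 to 0.267). Those of *Ear2* and *Edaradd* ended with no filter (0.0543 and 0.0797), that of *Ear2* with median ratio scaling or age as a covariate (0.0679 and 0.0568), and those of *Duoxa2*, *Gsdmcl2*, *Cma2* and *Ear2* without the 5 libraries highest in stomach genes, a setting chosen after seeing the data (0.084 to 0.0887).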

Infection induced an upregulation of 498 genes and downregulation of 585 genes compared to naïve controls (Figures 3C and 4A). Strongly upregulated genes included those associated with the type 2 immune response, including mast cell proteases *Mcpt1*, *Mcpt2* and *Mcpt4*, resistin‐like molecules (RELMs) *Retnla* and *Retnlb*, and the cytokines *Il13* and *Ccl17*. In addition, the phospholipase *Pla2g4c* and genes for gasdermin C (*Gsdmc2*, *Gsdmc3*, *Gsdmc4*) were also found to be upregulated with *Hpb* infection, similarly to previously published data from other groups [15, 28]. Similarly, proteomic analysis replicated many of these effects, showing a significant upregulation of 90 proteins and downregulation of 115 proteins on infection, including upregulation of MCPT1, MCPT2, GSDMC2 and PLA2G4C (Figures 3D and 4B).

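Mast cell protease genes, *Retnlb* and *Ccl17* rose with infection in control mice. *Mcpt1*, a chymase of mucosal mast cells, rose from 3.64 ± 1.11 TPM (SD, n = 3) in naïve control mice to 218 ± 144 TPM (SD, n = 2) at day 14 of infection, a log2 fold change of 5.59 (SE 0.57, adjusted p = 0.000651 from limma). *Mcpt2*, its mucosal paralog, rose from 1.95 ± 0.339 TPM (SD, n = 3) to 104 ± 59.8 TPM (SD, n = 2), a log2 fold change of 5.29 (SE 0.54, adjusted p = 0.000651). *Mcpt4*, a chymase of connective tissue mast cells, rose from 0.255 ± 0.111 TPM (SD, n = 3) to 7.23 ± 3.46 TPM (SD, n = 2), a log2 fold change of 3.29 (SE 0.55, adjusted p = 0.0243). *Retnlb*, which encodes the goblet cell protein RELMβ, rose by 5.38 (SE 0.85, adjusted p = 0.016) and reached 6.89 and 109 TPM in the 2 infected mice. *Ccl17*, a chemokine that attracts CCR4-positive T cells, rose by 3.49 (SE 0.61, adjusted p = 0.0327) to 11.7 ± 7.85 TPM (SD, n = 2).

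*Retnla* and *Il13* did not pass the test. *Retnla*, which encodes RELMα of alternatively activated macrophages, was at 3.02 ± 2.49 TPM (SD, n = 3) in naïve and 32.6 ± 27.0 TPM (SD, n = 2) in infected control mice (log2 fold change 3.42, SE 0.98, adjusted p = 0.315). *Il13*, the cytokine that drives goblet and tuft cell responses, was at 0.0857 ± 0.0753 TPM (SD, n = 3) and 0.898 ± 0.482 TPM (SD, n = 2), a log2 fold change of 1.22 (SE 0.30, adjusted p = 0.195).

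The calls of *Mcpt1* and *Mcpt2* ended only with these 2 groups alone in the fit (adjusted p = 0.164 for both). The call of *Mcpt4* ended without naïve control replicate 1, 3 or 4 or infected control replicate 1 or 2 (0.0638, 0.11, 0.0697, 0.305 and 0.155), that of *Retnlb* without naïve control replicate 1 or 3 or infected control replicate 2 (0.0631, 0.0801 and 0.221), and that of *Ccl17* without naïve control replicate 1, 3 or 4, naïve cKO replicate 3 or 4, infected control replicate 1 or 2 or infected cKO replicate 1 or 2 (0.0508 to 0.633). These 3 calls also ended with no filter (0.0773, 0.0581 and 0.0918), in male mice only (0.0767, 0.123 and 0.0874), with replicate number as a block (0.285, 0.126 and 0.165) and with these 2 groups alone in the fit (0.173, 0.462 and 0.284). That of *Mcpt4* ended with median ratio scaling (0.0664), and those of *Retnlb* and *Ccl17* without the 5 libraries highest in stomach genes, a setting chosen after seeing the data (0.134 and 0.0811).

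**Figure D2:**
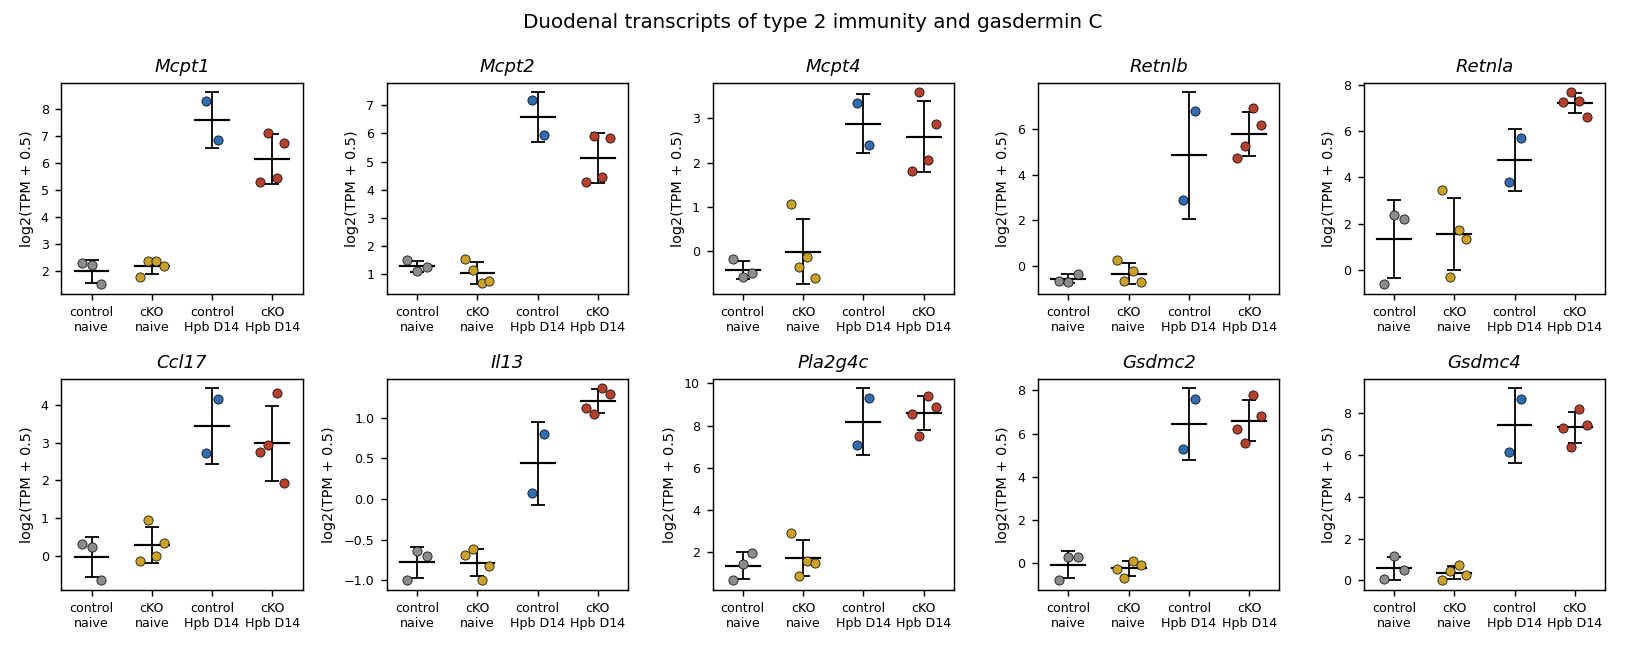
log2(TPM + 0.5) of 10 genes in each of the 13 libraries by group, with the mean as a line and the SD as bars. *Mcpt1* was at 2.37 to 4.40 TPM in naïve control libraries and at 116 and 320.5 TPM in infected control libraries.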

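These were among the largest changes in control mice. *Pla2g4c*, a cytosolic phospholipase A2 gene, rose from 2.21 ± 1.14 TPM (SD, n = 3) in naïve to 383 ± 351 TPM (SD, n = 2) in infected mice, a log2 fold change of 6.84 (SE 0.72, adjusted p = 0.000679 from limma). *Gsdmc4*, *Gsdmc2* and *Gsdmc3* encode gasdermin C proteins, which form membrane pores in epithelial cells. *Gsdmc4* rose from 1.07 ± 0.625 TPM (SD, n = 3) to 234 ± 232 TPM (SD, n = 2) (log2 fold change 6.82, SE 0.64, adjusted p = 0.000651). *Gsdmc2* rose from 0.513 ± 0.374 to 117 ± 111 TPM (6.51, SE 0.67) and *Gsdmc3* from 0.152 ± 0.114 to 20.3 ± 15.9 TPM (4.76, SE 0.54, adjusted p = 0.00141), with the same numbers of mice. The 2 infected control mice differed several-fold, with *Gsdmc4* at 70.0 and 398 TPM and *Pla2g4c* at 134 and 631 TPM. Each was far above the highest naïve control mouse, at 1.76 and 3.36 TPM.

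The gasdermin C genes are close paralogs whose reads may be shared, so their separate levels are less certain than their common direction. All 4 calls held without each of the 13 libraries in turn and ended only with the 2 groups alone in the fit (adjusted p = 0.164 for *Pla2g4c* and 0.173 for the gasdermin C genes).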

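In infected cKO mice, 3 genes were higher and 1 was lower than in infected control mice, and 1069 of the 20812 genes had an unadjusted p under 0.05, where 1041 would be below it by chance. *Rnase2a*, a ribonuclease gene of the eosinophil family, was at 19.3 ± 4.37 TPM (SD, n = 4) in infected cKO mice and 2.09 ± 1.57 TPM (SD, n = 2) in infected controls, a log2 fold change of 3.05 (SE 0.37, adjusted p = 0.016 from limma). In Figure 4A its highest level is in an infected control mouse that is not analysed here. *Thbs4*, which encodes the matrix protein thrombospondin-4, was at 6.87 ± 2.21 and 0.929 ± 0.16 TPM in the same groups (log2 fold change 2.33, SE 0.33, adjusted p = 0.0239). *Atp6v0d2*, a subunit of the vacuolar proton pump found in macrophages and osteoclasts, was at 3.18 to 4.47 TPM in infected cKO mice and 0.318 and 0.485 TPM in infected controls (log2 fold change 2.17, SE 0.29, adjusted p = 0.0239). The lower gene, *Gm22246*, named here after its values were seen, was at 0.896 and 1.64 TPM in the infected controls and listed at 0 in the other 11 libraries.

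Genes of alternatively activated macrophages were tested as a list. Of 13, 0 passed limma's test over all genes, 3 were higher when adjusted over the list alone and 12 had a log2 fold change above 0 (median 1.04, adjusted p = 0.11 with an estimated correlation). *Chil3*, a chitinase-like protein of these macrophages, was at 105 ± 45.1 TPM (SD, n = 4) in infected cKO and 11.1 ± 5.19 TPM (SD, n = 2) in infected control mice (3.13, SE 0.52, adjusted p = 0.132). Of 6 eosinophil genes 1 was higher (1 when adjusted over the list alone; median 0.53, adjusted p = 0.114 with an estimated correlation). Of 27 absorptive enterocyte genes 0 passed the test, also adjusted over the list alone, and 0 had a log2 fold change above 0 (range −1.81 to −0.17, adjusted p = 0.766 with an estimated correlation). Stomach genes moved with the same groups: of 13, 0 passed, 2 were higher when adjusted over the list alone and the median was 3.95 (adjusted p = 0.227 with an estimated correlation). For pancreatic acinar genes the median was 0.86 (adjusted p = 0.793 with an estimated correlation), and the median of all genes was −0.11.

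The 3 higher genes became 0 without infected control replicate 1 or infected cKO replicate 2, 1 without infected control replicate 2, naïve control replicate 3 or naïve cKO replicate 4, and 8 without infected cKO replicate 3, and the 1 lower gene became 0 without naïve control replicate 3 or 4, naïve cKO replicate 2 or 4, infected control replicate 1 or 2 or infected cKO replicate 2 or 4, 2 without naïve control replicate 1 and 3 without naïve cKO replicate 3. With a pseudocount of 0.1, median ratio scaling, male mice only or the stomach list mean as a covariate (chosen after seeing the data), 0 genes were higher and 0 lower in limma's test, as with replicate number as a block, and with only these 2 groups in the fit 0 were higher and 1 was lower. With a mean of 1 TPM or more 1 gene was higher and 0 were lower. By gene, *Rnase2a* had an adjusted p of 0.126 and 0.088 without infected control replicate 1 and infected cKO replicate 2. *Thbs4* had one of 0.0612, 0.0569, 0.0596, 0.288, 0.299 and 0.109 without naïve control replicate 3, naïve cKO replicate 2 or 4, infected control replicate 1 or 2 or infected cKO replicate 2. *Atp6v0d2* had one of 0.0547, 0.0596, 0.288, 0.245 and 0.092 without naïve control replicate 3, naïve cKO replicate 4, infected control replicate 1 or 2 or infected cKO replicate 2, and *Chil3* passed without infected cKO replicate 4 (0.036) and with sex as a covariate (0.0372).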

Comparing *Hpb*‐infected cKO mice and control mice, cKO mice showed 507 differentially‐expressed genes (DEGs): upregulation of 471 genes and downregulation of 36 genes compared to infected littermate controls (Figures 3E and 4A). However, of these 507 DEGs, only 37 were shared with the 1083 total DEGs in infection. These included 10 genes for which upregulation of expression in infected control mice was blunted in cKO animals (including the genes for galectin‐3 and neuregulin‐1), while downregulation of 25 genes was likewise blunted in cKOs. 

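Among the genes called here, 2 were shared by the infection response of control mice (38 genes) and the comparison of infected genotypes (4 genes). The eosinophil family ribonuclease gene *Rnase2a* was higher in both. It was listed at 0 in the 3 naïve control mice and was at 0.978 and 3.20 TPM in the 2 infected control mice. *Gm22246* was higher with infection in control mice and lower in infected cKO mice, at the levels given above. At an unadjusted p under 0.05 in limma with a log2 fold change beyond 1 in either direction, 88 genes were in both comparisons. Of these, 40 were higher with infection and lower in infected cKO mice, where 3.44 would be expected from independent comparisons, and 41 were lower with infection and higher in infected cKO mice, where 4.69 would be expected.

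Both comparisons use the same 2 infected control libraries, with opposite signs, which by itself puts more genes in both than independent comparisons would. In 100 simulated data sets with no effect, a median of 86.5 genes were in both with opposite signs (range 0 to 7523), against 81 here. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a correlation of −0.50 here and −0.68 in the simulations (covariance −0.15 and −0.18). With 2 infected control libraries these cannot be divided between the comparisons. The 2 shared genes became 0 without naïve control replicate 3 or 4, naïve cKO replicate 2 or 4, infected control replicate 1 or 2 or infected cKO replicate 2, and 1 without infected cKO replicate 1 or 4. The call of *Rnase2a* with infection in control mice ended without naïve control replicate 1, 3 or 4, naïve cKO replicate 2, 3 or 4, infected control replicate 2 or infected cKO replicate 1 or 2 (adjusted p = 0.0519 to 0.637). It also ended with a pseudocount of 1, no filter, male mice only, replicate number as a block or these 2 groups alone (0.105, 0.0797, 0.0971, 0.285 and 0.37), and without the 5 libraries highest in stomach genes, a setting chosen after seeing the data (0.12).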

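*Lgals3* and *Nrg1* were each at their highest mean level in infected control mice, and neither passed the test in any of these comparisons. *Lgals3*, which encodes the sugar-binding protein galectin-3, was at 135 ± 71.9 TPM (SD, n = 3) in naïve and 546 ± 22.3 TPM (SD, n = 2) in infected control mice (log2 fold change 2.17, SE 0.72, adjusted p = 0.515 from limma). In infected cKO mice it was at 312 ± 221 TPM (SD, n = 4), a log2 fold change of −1.12 from infected controls (95% interval −2.57 to 0.34, adjusted p = 0.961). *Nrg1*, which encodes the ERBB3 ligand neuregulin-1, was at 0.522 ± 0.272 TPM (SD, n = 3) in naïve controls, 1.27 ± 0.0782 TPM (SD, n = 2) in infected controls and 0.656 ± 0.252 TPM (SD, n = 4) in infected cKO mice. Its log2 fold change was 0.83 with infection in control mice (SE 0.32, adjusted p = 0.687) and −0.64 between infected genotypes (95% interval −1.28 to 0.00, adjusted p = 0.961). The difference between the infection responses of cKO and control mice was −1.03 for *Lgals3* (95% interval −2.97 to 0.91) and −0.94 for *Nrg1* (95% interval −1.80 to −0.08), with an adjusted p of 1 for both. Over all genes, limma called 0 in this test of the difference, and 495 genes had an unadjusted p under 0.05, where 1041 would be below it by chance.

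*Lgals3* varied among infected cKO mice, at 415, 140.4, 574 and 119 TPM in replicates 1 to 4. The stomach share was 1.74%, 3.76%, 0.0653% and 3.04% of TPM in the same libraries. The direction of *Lgals3* between infected genotypes turned to 0.09 with the stomach list mean as a covariate and to 0.07 without the 5 libraries highest in stomach genes, both chosen after seeing the data.

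**Figure D3:**
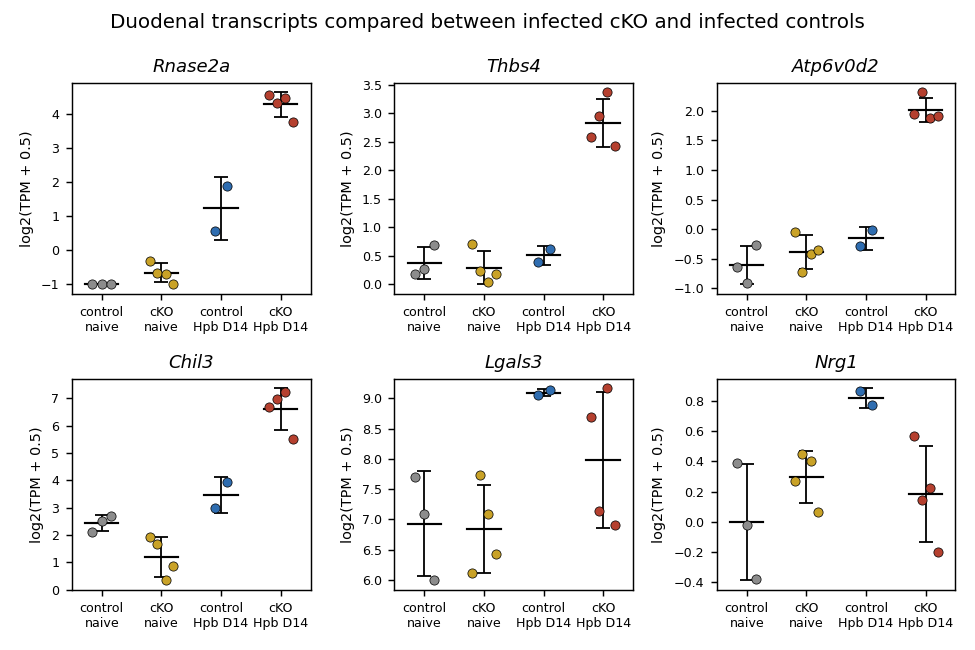
log2(TPM + 0.5) of 6 genes in each of the 13 libraries by group, with the mean as a line and the SD as bars. *Rnase2a* was at 13.1 to 22.8 TPM in the 4 infected cKO libraries, and *Nrg1* was at 0.369 to 0.982 TPM there against 1.21 and 1.32 TPM in infected controls.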

When proteomic analysis of cKO versus littermate controls was assessed, only one protein was significantly downregulated in cKO mice (STAMPL1) (Figure 3F), which was not significantly changed in transcriptomic analysis. 

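The transcript of *Stambpl1*, a deubiquitinase gene of the STAMBP family, was at similar mean levels in infected mice of both genotypes. It was at 4.61 ± 0.308 TPM (SD, n = 2) in infected control mice and 4.56 ± 1.27 TPM (SD, n = 4) in infected cKO mice. The log2 fold change was −0.05 (95% interval −0.78 to 0.67, adjusted p = 0.986 from limma), and in naïve mice the level was 3.09 ± 0.824 TPM (SD, n = 3) in controls and 2.99 ± 0.777 TPM (SD, n = 4) in cKO mice. The sign of this small difference turned under several other settings, as with sex as a covariate (0.13).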

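Genes of the type 2 response were compared between infected cKO and infected control mice. Of the 16 epithelial genes that respond to IL-13, 0 passed the test, also adjusted over the list alone, and their median log2 fold change was 0.01 (camera adjusted p = 0.826). The 95% interval was −1.38 to 1.21 for *Gsdmc4* (gasdermin C), −1.07 to 1.87 for the phospholipase gene *Pla2g4c* and −0.80 to 2.64 for the goblet cell gene *Retnlb*. Of 13 type 2 cytokine and chemokine genes, 0 passed the test and 1 was higher when adjusted over the list alone, with a median of −0.10 and a camera test in the direction of higher levels (adjusted p = 0.192). *Il13* was at 1.82 ± 0.232 TPM (SD, n = 4) in infected cKO mice, a log2 fold change of 0.77 from infected controls (95% interval 0.17 to 1.37, adjusted p = 0.937 from limma). *Retnla*, the gene of macrophage RELMα, was at 152 ± 43.2 TPM (SD, n = 4), a log2 fold change of 2.45 (95% interval 0.45 to 4.45, adjusted p = 0.937).

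Mucosal mast cell protease genes were on the other side of 0. Of 4, 0 passed the test over all genes and 2 were lower when adjusted over the list alone (median −1.06, adjusted p = 0.546 with an estimated correlation). *Mcpt1* was at 82.3 ± 49.7 TPM (SD, n = 4) in infected cKO mice (log2 fold change −1.44, 95% interval −2.60 to −0.28, adjusted p = 0.937) and *Mcpt2* at 39.3 ± 22.4 TPM (SD, n = 4) (−1.45, 95% interval −2.54 to −0.36, adjusted p = 0.937). The intervals of *Il13*, *Retnla*, *Mcpt1* and *Mcpt2* leave out 0 before correction for the number of genes, and none of these genes passed after it.

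In simulated data with these groups, the test found 53% of genes changed by 2 on the log2 scale between infected genotypes and 97% of those changed by 4. There, many genes with a mean of 1 TPM or more were changed at once and genes varied independently, so fewer may be found in the real libraries. A real change of either size could be missed, and *Chil3* at a log2 fold change of 3.13 did not pass (adjusted p = 0.132 from limma).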

Overall, changes in cKO mice were fairly small, and did not show large changes in the type 2 immune response to *Hpb*.

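In cKO mice too, infection came with a large epithelial, mast cell and goblet cell response. Against naïve cKO mice, 280 genes were higher and 14 lower in infected cKO mice, and of the 38 genes called in control mice 32 were called here with the same sign and 35 had the same sign. Of the 16 epithelial genes that respond to IL-13, 14 rose (16 when adjusted over the list alone; log2 fold changes 1.04 to 6.93), and *Gsdmc4* rose by 6.93 (adjusted p = 1.03e-05 from limma). Of 13 genes of alternatively activated macrophages 5 rose (10 when adjusted over the list alone; median 1.40), with *Retnla* at 5.64 (adjusted p = 0.00203) and *Chil3* at 5.40 (SE 0.43, adjusted p = 2.11e-05). Of 18 goblet cell genes 6 rose (12 when adjusted over the list alone; median 1.39). Of 6 eosinophil genes 3 rose (3 when adjusted over the list alone; median 0.97), with *Ear2* at 3.33 (SE 0.29, adjusted p = 3.5e-05). Of 4 mucosal mast cell protease genes 3 rose (4 when adjusted over the list alone; median 3.57), and of 6 connective tissue mast cell genes 2 rose (4 when adjusted over the list alone; median 1.48). Of 17 fibroblast and matrix genes 6 rose (10 when adjusted over the list alone; median 1.25), among them *Postn*, which encodes periostin (1.84, SE 0.24, adjusted p = 0.00126). These 7 lists passed camera's test with an estimated correlation (adjusted p = 0.0102 to 0.0462). For lists that hold genes the paper names, this is not independent evidence, as in control mice.

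Type 2 cytokine and chemokine genes rose in 4 of 13 cases (5 when adjusted over the list alone; median 0.91, adjusted p = 0.105 with an estimated correlation). These included *Il13* (1.99, SE 0.23, adjusted p = 0.000448), the eosinophil attractant *Ccl24* (3.51, SE 0.49, adjusted p = 0.00262) and the chemokine *Ccl8* (3.34, SE 0.37, adjusted p = 0.000334). Stomach genes moved with the same groups, with 1 of 13 higher (11 when adjusted over the list alone; median 3.12, adjusted p = 0.232 with an estimated correlation).

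Whether the response differed between genotypes was tested as the interaction, with differences of 0.12 for *Gsdmc4* (95% interval −1.61 to 1.84), 0.04 for *Pla2g4c* (−1.92 to 2.00) and −1.62 for *Mcpt1* (−3.17 to −0.07), and an adjusted p of 1 for *Mcpt1*. The 280 higher genes became 168 without naïve control replicate 3, 147, 75 and 79 without naïve cKO replicates 2, 3 and 4, 169 and 168 without infected control replicates 1 and 2, and 119 and 111 without infected cKO replicates 1 and 2. The 14 lower became 8 and 23 without naïve control replicates 3 and 4, 56, 3, 1 and 3 without naïve cKO replicates 1 to 4, and 2, 6, 8 and 8 without infected cKO replicates 1 to 4, and the split was 140 higher and 115 lower after median ratio scaling and 15 and 1 with sex as a covariate. All naïve cKO mice were female and 3 of 4 infected ones male, so sex and infection overlap in this comparison. No other group held both sexes, so the fit with sex as a covariate in effect sets the 1 infected female against the naïve cKO mice. Which calls end or hold in that fit therefore rests on this mouse. With sex as a covariate the calls of *Retnla*, *Postn*, *Il13*, *Ccl24* and *Ccl8* ended (adjusted p = 0.369, 0.243, 0.0624, 0.469 and 0.162 from limma). Those of *Gsdmc4*, *Chil3* and *Ear2* held.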

Altogether, these data show large changes in expression in the duodenum during *Hpb* infection and indicate that ST2 conditional knockout in MCPT5‐positive mast cells does not affect susceptibility to *Hpb* nor the primary type 2 immune response to it.

#### 3.2.1 Identification of *Hpb* Proteins in Host Tissue

At the day 14 timepoint of *Hpb* infection used here, all parasites have migrated from the wall of the gut into the lumen, where they were flushed out when preparing tissues for analysis after cull. Therefore, we used proteomics to attempt to identify parasite proteins which are present in host tissue at this timepoint, which may represent a subset of parasite secretions that interact with host tissues. To filter out false positives and ensure that only genuine parasite proteins were being detected, we focused downstream analysis on *Hpb* proteins that were: (1) significantly upregulated at day 14 of *Hpb* infection compared to naïve controls; or (2) not identified in any naïve controls but that were present in 3–4 samples from *Hpb*‐infected mice. With these criteria, we identified 60 *Hpb* protein hits (Figure 5, Table S3). Of the 60 hits, 46 were also identified in the excretory/secretory products of *Hpb* (HES). Sequences of the identified proteins were analysed for the presence of a signal peptide, indicating conventional secretion from the parasite (as is the case for the HpARIs, HpBARIs, TGMs and HpBoRB). Of those proteins identified in both the duodenal samples and HES, 18 also contained a signal peptide. These 18 *Hpb* proteins include proteins that are known to be highly expressed and secreted including acetylcholinesterase‐1 (AChE‐1) and Venom Allergen‐Like‐1 (VAL‐1) [22]. The remaining 14 *Hpb* proteins were identified in *Hpb*‐infected duodenal tissue but are not present in HES. These may be proteins that are present within the helminth, identified due to *Hpb* remnants within the duodenum, as evidenced by the presence of a nematode cuticle collagen (Hp_I16296_IG08240_L1042) among them.

**FIGURE 5:**
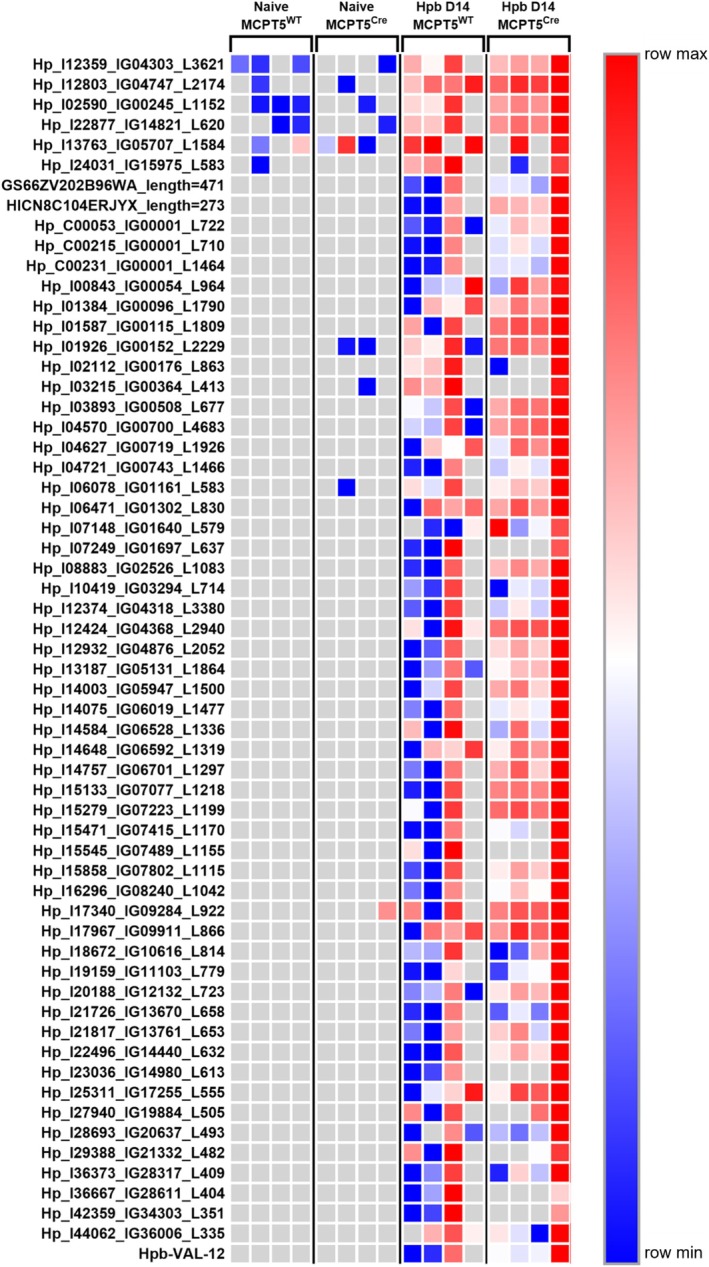
*Hpb* protein products identified in duodenum of infected mice. Heatmap showing abundance of *Hpb* proteins identified in the proteome of naïve and *Hpb*‐infected mice at day 14 of infection in MCPT5^Cre^ × ST2^f/f^ mice and MCPT5^WT^ × ST2^f/f^ mice. Grey boxes indicate that protein products were not identified within the sample. Data are from a single experiment, with *n* = 4–5/group. Mice were 12–20 weeks old, with both male and female mice used.

## 4 Discussion

ST2 is known to be an important receptor in the anti‐helminth immune response, and the high expression of ST2 on mast cells compared to other immune cells led us to hypothesise a major role for mast cell ST2 in the anti‐helminth immune response. In this study we have shown that MCPT5^Cre^ × ST2^f/f^ mice, which have reduced expression of ST2 on *Mcpt5*‐expressing mast cells, show no change in susceptibility to *Hpb* infection compared to littermate controls, suggesting that mast cells may not be the most important cellular responders to IL‐33 in helminth infection. Activation of the IL‐33/ST2 pathway in other immune cells such as T cells or ILC2s may thus play a more important role in the type 2 immune response in this context. We also use bulk RNAseq and mass spectrometry to assess the host and parasite transcriptomic and proteomic response on infection. We present these datasets as useful resources for the field.

Despite the lack of a detectable role for mast cell‐derived ST2, our data do not fully discount the role of mast cells and their expression of ST2 in the immune response against helminths. The mast cell‐conditional ST2 knockout mice used in this work lack ST2 expression on mast cells that express *Mcpt5*, which restricts the knockout of ST2 expression to connective tissue mast cells, but not mucosal mast cells. In the intestine, mucosal mast cells express mast cell protease MCPT‐1 but not MCPT‐5 [29], and thus would retain normal ST2 expression in MCPT5^Cre^ × ST2^f/f^ mice. Mucosal mast cells, but not connective tissue mast cells, have been found to be important for the timely termination of infection by *Strongyloides ratti*, another intestinal nematode of rodents [30]. Mucosal mast cells may thus also play an important role in IL‐33‐dependent *Hpb* infection, possibly via the IL‐33/ST2 pathway.

In this work we also performed transcriptomic and proteomic analysis from duodenal tissues of naïve and *Hpb*‐infected cKOs and control mice. Our transcriptomics dataset showed results that corroborate with other published data on intestinal responses during nematode infections [28, 31, 32], whereby *Gsdcmc2‐4*, *Pla2g4c* and *Retnlb* were among the most upregulated genes at day 14 of *Hpb* infection compared to naïve control mice. In addition, we also provide a matched proteomics dataset that shows upregulation of many of the same gene products.

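Ranked by log2 fold change among the 36 genes higher in infected than in naïve control mice, the phospholipase gene *Pla2g4c* was 1, the gasdermin C genes *Gsdmc4*, *Gsdmc2* and *Gsdmc3* were 2, 3 and 8, and *Retnlb*, the gene of goblet cell RELMβ, was 6. Among the 280 genes higher in infected than in naïve cKO mice, *Gsdmc4*, *Pla2g4c*, *Gsdmc2*, *Retnlb* and *Gsdmc3* were 1, 2, 3, 4 and 9. These ranks are of fitted values on the log2(TPM + 0.5) scale in limma, and the gasdermin C paralogs may share reads. The paper states that these genes were among those most raised by infection, as in other published data on the intestine in nematode infection.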

Mass spectrometry analysis was also used to determine which helminth proteins could be detected within the duodenal tissue of infected mice. This led to us shortlisting 60 *Hpb* proteins of interest which are enriched in infected intestines. Subsequent analysis further narrowed the list down to a subset of 18 proteins that are predicted to contain a signal peptide and have been identified in HES. This subset could contain further immunomodulatory proteins which are interacting with host tissue, and will be the subject of further studies and characterisation. Besides the presence of a signal peptide that suggests a secretory role for the proteins, this subset also includes other proteins known to be abundantly secreted by the parasite, including AChE‐1 and VAL‐1 [22]. We hypothesise that these proteins may be interacting with the host, and thus staying bound within host tissue even after the parasite has migrated into the lumen. However, known immunomodulatory proteins which bind to host proteins and are present in HES were not found in this dataset, such as HpARI, HpBARI, TGMs and HpBoRB. This could be due to a low amount of these proteins secreted by the helminth by day 14 of infection [33], or low local concentration in the duodenal tissue if the proteins diffuse (or are transported) away from the site of deposition, as has been proposed for HpBARI [19].

This study provides evidence against a strong role for connective tissue mast cell responses to IL‐33 in helminth infection, and provides a series of datasets looking at parasite and host responses during infection which will be useful for future studies looking at the host–parasite interface and the type 2 immune response to intestinal nematodes.

## Funding

This work was supported by Wellcome Trust (221914/Z/20/Z and 224014/Z/21/Z).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** TPM values.

**Table S2:** Mouse iBAQ.

**Table S3:** Supporting Information.

**Figure S1:** Flow cytometric detection of FcεRI changes across Hpb infection due to IgE‐binding. WT C57BL/6J mice were infected with 200 L3 Hpb larvae by oral gavage. Separate cohorts of mice were culled at indicated days of Hpb infection. Peritoneal lavage (PL) was prepared for flow cytometry to assess mast cell FcεRI expression (geometric mean fluorescence intensity [gMFI] normalised to gMFI in naïve mice) (A). Serum levels of total IgE (B) were also measured which showed a negative correlation with mast cell FcεRI gMFI (C). Data in (A–C) is representative of 2 experiments, each with *n* = 6/group. Mice were 8–12 weeks old, with only male WT C57BL/6J mice used. Error bars show mean ± SEM. Flow cytometric analysis of PL mast cells also showed a negative correlation between detection of surface FcεRI and IgE, with representative samples in naïve, Hpb D7 and Hpb D28 mice shown (D). As such, gating strategy of mast cells was updated to include IgE+ cells (E).

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE315703, reference number GSE315703, and the ProteomeXchange Consortium via the PRIDE [34] partner repository at https://www.ebi.ac.uk/pride/ with the dataset identifier PXD074451.

# Supplementary material for: Transcriptomic and Proteomic Analyses Show Minimal Role for ST2 on MCPT5‐Expressing Mast Cells in Primary Heligmosomoides polygyrus bakeri Infection
**Source:** Parasite Immunol. 2026 Mar 30;48(4):e70076. doi: 10.1111/pim.70076
**Supplement:** Supplementary file 4 — Figure S1: Flow cytometric detection of FcεRI changes across Hpb infection due to IgE‐binding. WT C57BL/6J mice were infected with 200 L3 Hpb larvae by oral gavage. Separate cohorts of mice were culled at indicated days of Hpb infection. Peritoneal lavage (PL) was prepared for flow cytometry to assess mast cell FcεRI expression (geometric mean fluorescence intensity [gMFI] normalised to gMFI in naïve mice) (A). Serum levels of total IgE (B) were also measured which showed a negative correlation with mast cell FcεRI gMFI (C). Data in (A–C) is representative of 2 experiments, each with n = 6/group. Mice were 8–12 weeks old, with only male WT C57BL/6J mice used. Error bars show mean ± SEM. Flow cytometric analysis of PL mast cells also showed a negative correlation between detection of surface FcεRI and IgE, with representative samples in naïve, Hpb D7 and Hpb D28 mice shown (D). As such, gating strategy of mast cells was updated to include IgE+ cells (E).

## Slide 1

A
B
C
D
FcεRI
IgE
| | Naïve |
| --- | --- |
| | |
| | Hpb D7 |
| | |
| | Hpb D28 |
E
Live Single Cells
CD45
ckit
FcεRI
ST2
FSC
Lineage
IgE
FSC
CD45
ckit
FcεRI
ST2
FSC
Lineage
IgE
FSC
| | IgE FMO |
| --- | --- |
| | |
| | FcεRI FMO |
| | ckit FMO |
| --- | --- |
| | |
| | Lin FMO |
CD45 FMO
ST2 FMO
Supplementary Figure 1. Flow cytometric detection of FcεRI changes across Hpb infection due to IgE-binding.
WT C57BL/6J mice were infected with 200 L3 Hpb larvae by oral gavage. Separate cohorts of mice were culled at indicated days of Hpb infection. Peritoneal lavage (PL) was prepared for flow cytometry to assess mast cell FcεRI expression (geometric mean fluorescence intensity (gMFI) normalised to gMFI in naïve mice) (A). Serum levels of total IgE (B) were also measured which showed a negative correlation with mast cell FcεRI gMFI (C). Data in (A-C) is representative of 2 experiments, each with n=6/group. Mice were 8-12 weeks old, with only male WT C57BL/6J mice used. Error bars show mean ± SEM. Flow cytometric analysis of PL mast cells also showed a negative correlation between detection of surface FcεRI and IgE, with representative samples in naïve, Hpb D7 and Hpb D28 mice shown (D). As such, gating strategy of mast cells was updated to include IgE+ cells (E).

How the deposited data were processed for this re-analysis (not part of the article)

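The data are bulk RNA sequencing of the duodenum of 13 mice, 1 library per mouse: 3 naïve control mice, 4 naïve cKO mice, 2 control mice and 4 cKO mice at day 14 of *Hpb* infection. The paper's methods state that the tissue was flushed and kept in RNAlater, and that polyadenylated RNA was sequenced. The submitters' processing notes name Trimmomatic 0.36, STAR 2.5.2b, Subread 1.5.2 with featureCounts, and the genome build GRCm39. The deposited values are TPM, transcript levels scaled to the same total in every library, and how they were computed from the counts is not given in the sources used here. TPM keeps no trace of the number of reads, so the depth of each library is unknown, no counting interval is given, and the precision of each value rests on the spread between mice. Conditions, sex and age at cull (104 to 150 days) were taken from the sample labels.

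The table holds 49315 genes with an identifier and 1 line without one, which adds up 8216 genes above it and equals 5.63% to 24.56% of a library's total. That line was left out, after which every library summed to 1000000 TPM. The table has 3 further columns of values per library that were not used. The values of the authors' lists of 63 neutrophil genes and 50 heatmap genes were checked against the same table, and only their gene names were used. A reference of another build was at hand, so no coordinates are given.

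Values were analysed in R 4.3.3 with limma 3.58.1 on log2(TPM + 0.5). Genes with 0.5 TPM or more in at least 2 libraries were kept, 20812 in all. The 4 groups were fitted together with no other term, so that all 13 libraries share 1 estimate of spread per gene (9 residual degrees of freedom), with an empirical Bayes step that follows the mean level. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 1 in either direction. Infected and naïve controls, infected cKO and infected controls, infected and naïve cKO mice, and naïve cKO and naïve controls were compared. The interaction compared the infection response of cKO mice with that of controls. Means with their SD are in TPM, and log2 fold changes are differences of means on the log2(TPM + 0.5) scale.

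The design, the alternatives and 36 lists of genes of cell types and pathways were fixed before the data were examined, apart from the heatmap of Figure 4A and the opening lines of Table S1, which had been seen. Those lines hold neutrophil genes, and the paper names several of the epithelial genes that respond to IL-13 as raised. The tests of lists that hold such genes are therefore not independent of these data. List members were counted as higher, lower or not called, over all genes and adjusted over the list alone. Each list with at least 4 measured members was tested with limma's camera at a preset correlation of 0.01, and again with a correlation estimated from the residuals. The genes named in the text were chosen by rule. The rule takes the genes the paper names, *Il1rl1*, *Cma1*, *Il33* and sex-linked genes, and in each comparison up to 10 called genes in each direction with the largest change, a mean of 1 TPM or more and no overlap between groups. It also takes up to 4 called members of each list. Pancreatic acinar and stomach genes were summed as a percent of TPM and averaged as log2 values per library.

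Principal components were computed over the 500 most variable genes. Separation by infection and by genotype on PC1 and PC2 was tested with 2-sided exact permutation tests over 1716 and 1287 arrangements, adjusted over 4 tests. The overlap of comparisons that share infected control libraries was set beside 100 simulated data sets with no effect. The test was tried on simulated data: of 100 genes changed by 2 on the log2 scale, it found 40%, 53%, 71% and 69% in the 4 comparisons in the order above, and of those changed by 4 it found 97%, 97%, 94% and 97%, while 8, 9, 6 and 12 unchanged genes were called. The changed genes had a mean of 1 TPM or more and genes varied independently, so these shares may be lower in the real libraries.

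Alternatives were a pseudocount of 0.1 or 1, no filter, a mean of 1 TPM or more, median ratio scaling, no trend, a robust fit, sex or age as a covariate, male mice only, replicate number as a block, a fit of only the groups compared, no threshold on the fold change, and leaving out each library in turn. Added after seeing the data were fits with the mean of the acinar list, of the stomach list or of both as covariates, and a fit without the 5 libraries highest in stomach genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, using pandas 2.3.3 and numpy 2.4.6. The proteome, flow cytometry, serum and parasite measurements of the paper have no file here and were left out.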

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

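The test on other gastric genes over 13 libraries was chosen before its result was seen, and the list tests, the counts of called genes, and the fits with male mice only, sex as a covariate or median ratio scaling were set beforehand, while the use of those fits to weigh an explanation, the stomach covariate, the rho within 8 libraries, the exact permutations, the haemoglobin genes, the neutrophil median among infected males and the splits of the libraries were chosen after the result was seen.

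Stomach genes held up to 3.76% of TPM (infected cKO replicate 2), and 5 libraries stood above the other 8. In 5 further gastric genes that were not in the list (*Capn8*, *Nkx6-3*, *Sox21*, *Ctse* and *Fut9*), the median Spearman rho with the stomach list mean was 0.71 over the 13 libraries (permutation p = 0.002) and 0.65 within the 8 libraries with less stomach RNA, which is consistent with pyloric stomach tissue in the dissected piece. Genotype cannot be told apart from this in infected mice, since an exact permutation of the list mean between 4 infected cKO and 2 infected control mice gave p = 0.133, where the smallest p this design allows is 0.0667. Expression of these genes by the duodenum itself, with or without a change of its epithelium toward gastric genes, was not tested and stays open.

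*Rnase2a*, *Thbs4* and *Atp6v0d2* were higher in infected cKO than in infected control mice, with log2 fold changes of 3.05, 2.33 and 2.17 (SE 0.37, 0.33 and 0.29). Stomach tissue as the whole cause is argued against by fold changes of 3.01, 2.24 and 1.85 (SE 0.43, 0.37 and 0.30) with the stomach list mean as a covariate, although the calls ended (adjusted p = 0.132 to 0.137) as the fold changes fell while their SE rose. Sex is argued against by fold changes of 3.22, 2.46 and 2.21 (SE 0.39, 0.33 and 0.31) among male mice only, where the calls also ended with fewer mice (adjusted p = 0.0588 to 0.0875). Genotype stays open, since the exact permutation p for *Rnase2a* was 0.0667, the smallest that 4 mice against 2 allow. With 2 infected control mice, the spread between infected controls is known only poorly, and Figure 4A shows the highest level of *Rnase2a* in an infected control mouse that is not analysed here, so a difference between individual mice may also account for it.

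Neutrophil genes were lower in naïve cKO than in naïve control mice as a list, with a median log2 fold change of −0.73 (camera adjusted p = 0.023 with an estimated correlation). Limma called 0 single genes (243 at an unadjusted p under 0.05, where 1041 would be below it by chance). Values of neutrophil genes in the opening lines of Table S1 had been seen before this list was written, so its test is not independent of the data. Dilution by transcripts of the pancreas is argued against by a median of −0.68 after median ratio scaling. Less blood in the tissue cannot be told from the 4 haemoglobin genes, with log2 fold changes of 0.12, 0.36, 0.46 and 0.48 (SE 0.83, 0.59, 0.59 and 0.55), since the neutrophil median lay within 2 SE of the first 2, although not of the highest. Sex and genotype cannot be told apart, since these groups share no sex, and in infected males the median was −0.38. With sex as a covariate the median was −0.03, a fit that rests on the 1 infected female.

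The count of genes higher in infected than in naïve cKO mice, 280, is from a comparison the paper does not report. Of 35 splits of the same libraries, 1, the real one, called as many as the 294 genes of this comparison. This cannot exclude chance, since all other splits mix infected with naïve mice, so infection adds to the spread within their groups. The real split also nearly follows sex. The highest other split called 219, and the 294 genes became fewer than that without naïve control replicate 3 (176), naïve cKO replicate 2, 3 or 4 (150, 76 and 82) or infected cKO replicate 1 or 2 (121 and 117). That other split set naïve cKO replicate 1 and infected cKO replicates 1, 2 and 4, the cKO libraries highest in stomach genes, against the rest, so it follows a structure of the samples. Between naïve cKO and naïve control mice limma called 0 genes (243 at an unadjusted p under 0.05, against 1041 by chance), so that all 35 of 35 splits had to call as many, which says nothing about chance. The highest other split there called 4454 and set naïve control replicate 4 and naïve cKO replicates 1 and 4, the naïve libraries richest in acinar RNA, against the rest, which is also a structure of the samples.

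Naïve cKO replicate 1 stood far from the other naïve cKO libraries in 3 measures, of 64 groups of 4 libraries looked at, where chance alone gives about 1 in 20. Its *Cma1* level was 0.792 TPM (others 0.072 to 0.172), its stomach share 1.29% (others 0.0165% to 0.0248%) and its stomach list mean 4.99 (others 1.27 to 1.57). The highest pancreatic acinar share, in the same library, was 54.0% of TPM.

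With camera's preset correlation, the infection response of 14 lists differed between cKO and control mice, given here as the median difference on the log2 scale. It was above 0 for stomach (4.20), sex-linked (2.06), alternatively activated macrophage (0.87), eosinophil (0.84), tuft cell (0.45) and stem cell genes (0.31). The sex-linked value follows the sex of the mice, since all controls were male, all naïve cKO mice female and most infected cKO mice male. The same imbalance is part of every difference given here. It was below 0 for mucosal mast cell protease (−0.86), enterocyte (−0.78), interferon-gamma (−0.65), proliferation (−0.50), xenobiotic metabolism (−0.47), type I interferon (−0.39), cholesterol synthesis (−0.28) and B cell genes (−0.22). With an estimated correlation 0 of the 14 passed, the lowest values being adjusted p = 0.0908 for eosinophil and 0.152 for macrophage genes. Limma called 0 single genes in this test (495 at an unadjusted p under 0.05, against 1041 by chance).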

How the results depend on the processing

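The fits with acinar or stomach covariates and the fit without the 5 libraries highest in stomach genes were chosen after seeing the data, and all other alternatives were set beforehand. Across 111 values of named genes, 75 past the threshold, the direction turned in 0 values with another pseudocount. Another filter, trend or robust fit leaves the log2 fold changes as they are, so the direction could not turn there. The calls lost numbered 47 with only the 2 groups in the fit, 46 with sex as a covariate and 23 with no filter. Single libraries also mattered, with 36 and 33 calls lost without naïve cKO replicates 4 and 3, and 29 and 28 without infected cKO replicates 2 and 1. Requiring no fold change cannot end a call, and it added none among the named genes. Depth is unknown from TPM, so what it limits cannot be given. A group left with 1 library is assumed to vary like the others. The cause of each change below was not tested.

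Counts are given as higher and lower genes. Infected against naïve controls (36 and 2) gave 75 and 53 with median ratio scaling, 18 and 0 in male mice (all controls were male, so only the estimate of spread changed), 0 and 0 with only the 2 groups (fewer residual degrees of freedom), 118 and 16 with the acinar covariate, 161 and 16 with the stomach covariate, and 335 and 53 with both. The lower count alone moved to 1 with a mean of 1 TPM or more, no trend, a robust fit or age, to 4 with sex and to 17 without the 5 libraries. Infected cKO against infected controls (3 and 1) gave 0 and 0 with a pseudocount of 0.1, median ratio scaling, male mice or the stomach covariate, 1 and 0 with a mean of 1 TPM or more or with both covariates, and 5 and 0 without the 5 libraries. Its higher count was 0 with only the 2 groups, and its lower count 6 with no filter and 0 with sex. Infected against naïve cKO mice (280 and 14) gave 140 and 115 with median ratio scaling, 15 and 1 with sex, 90 and 8 with only the 2 groups, 589 and 71 with the acinar covariate, 5153 and 64 with the stomach covariate and 1657 and 45 with both. Its lower count was 4 with no filter and 9 without the 5 libraries. Naïve cKO against naïve controls (0 and 0 by limma, with 243 genes at an unadjusted p under 0.05) gave 1 and 3 with only the 2 groups and 3 and 6 without the 5 libraries, and its lower count was 2 with no filter and 1 with median ratio scaling. The interaction (0 genes, 495 at an unadjusted p under 0.05) gave 4 with no filter and 3 without the 5 libraries. The 2 genes shared by the infection and genotype comparisons became 1 with a pseudocount of 1, a mean of 1 TPM or more or sex, and 0 with a pseudocount of 0.1, median ratio scaling, male mice, only the 2 groups, the stomach covariate, both covariates or without the 5 libraries.

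With replicate number as a block, infected against naïve controls gave 11 and 0, infected cKO against infected controls 0 and 0, the lower count in cKO mice was 9, and 0 genes were shared by both comparisons. In the block fit the log2 fold change between infected genotypes was −0.31 for *Gsdmc2*, −0.29 for *Gsdmc3* and 0.06 for *Stambpl1*. Replicate numbers do not pair the mice: the correlation of residuals between libraries of the same number had a median of 0.07 over 15 pairs (−0.66 to 0.44).

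Of 36 lists, the number past camera's test fell with an estimated correlation from 21 to 3 in infected against naïve controls, 21 to 0 between infected genotypes, 23 to 7 in infected against naïve cKO mice, 8 to 2 between naïve genotypes and 14 to 0 in the interaction.

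Leaving out 1 library gave 10 to 50 higher and 0 to 7 lower genes for infected against naïve controls, 0 to 8 and 0 to 3 between infected genotypes, 75 to 410 and 1 to 56 for infected against naïve cKO mice, 0 to 1 and 0 to 5 between naïve genotypes, 0 to 4 in the interaction and 0 to 3 shared genes. The adjusted p of the exact permutation test for infection was 0.0433 to 0.729 on PC1 and 0.00505 to 0.0606 on PC2, and for genotype 0.283 to 0.826 on PC1 and 0.402 to 0.956 on PC2. Between infected genotypes the log2 fold change was −1.17 to 0.25 for *Ccl17*, −1.65 to 3.48 for *Chil4*, −1.01 to 1.32 for *Gsdmc2*, −0.85 to 0.90 for *Gsdmc3*, −1.33 to 1.16 for *Gsdmc4*, −0.76 to 0.18 for *Mcpt4*, −0.72 to 1.51 for *Pla2g4c*, −1.03 to 2.86 for *Retnlb* and −0.17 to 0.13 for *Stambpl1*. For *Cma1* in infected against naïve controls it was −0.07 to 0.83, and for *Nrg1* in infected against naïve cKO mice −0.24 to 0.01.

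Small differences between infected genotypes changed sign under other settings. The value of *Ccl17* (−0.46) was 0.48 with the stomach covariate, 0.34 with both covariates and 0.87 without the 5 libraries. That of *Gsdmc4* (−0.08) was 0.05 with median ratio scaling, 0.11 with age, 0.46 with the stomach covariate, 0.69 with both and 0.78 without the 5 libraries. That of *Gsdmc3* (0.02) was −0.02 with sex, male mice or the acinar covariate. *Il33* was at 0.10 with the stomach covariate, 0.12 with both and 0.52 without the 5 libraries, and *Lgals3* at 0.09 with the stomach covariate and 0.07 without the 5 libraries. *Stambpl1* was at 0.06 with median ratio scaling, 0.13 with sex or male mice, 0.05 with the acinar covariate, 0.38 with the stomach covariate, 0.25 with both and 0.18 without the 5 libraries. In infected against naïve cKO mice, sex as a covariate gave −0.38 for *Il33* and −0.02 for *Stambpl1*, and the stomach covariate 0.07 for *Nrg1*.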

Differences from the paper's values

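The counts are at the thresholds the paper states, with limma on TPM here and DESeq2 on counts in the paper, and the mice of the paper's groups that are not analysed here are not in these values. DESeq2's steps cannot be repeated from TPM. For each of the 9 counts that follow, 0 of the alternatives set before the data were examined came within 1.5 times of the paper's value. The paper reports 498 genes higher in infected than in naïve controls, and 36 were called here. The paper reports 585 lower genes, and 2 were called here. The paper's total of 1083 compares with 38 here. Between infected cKO and infected control mice, the paper reports 471 higher genes (3 here), 36 lower genes (1 here) and 507 in all (4 here). The paper reports 37 genes shared by both comparisons (2 here), 10 of them higher with infection and lower in cKO mice (1 here) and 25 lower with infection and higher in cKO mice (0 here). Limma called 2 genes lower with infection, and 41 genes had the last pattern at an unadjusted p under 0.05 with the same threshold on the fold change.

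Settings that came within 1.5 times of a count of the paper were these. With the means of the acinar and stomach lists both as covariates, chosen after seeing the values, 335 genes were higher and 53 lower in infected than in naïve controls, with all 38 genes kept, and of the genes the paper names as higher it left out *Il13* and *Nrg1*. At an unadjusted p under 0.05 with the same threshold on the fold change, 622 genes were higher and 185 lower in infected than in naïve controls, and 528 were higher and 115 lower in infected cKO than in infected controls.

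The paper names *Mcpt1*, *Mcpt2*, *Mcpt4*, *Retnla*, *Retnlb*, *Il13* and *Ccl17* as higher with infection, and here *Retnla* (log2 fold change 3.42, adjusted p = 0.315) and *Il13* (1.22, adjusted p = 0.195) did not pass the test while the other 5 did. *Retnla* passed with the acinar covariate (adjusted p = 0.0385) and with both covariates (adjusted p = 0.0266), which were chosen after seeing the values. *Il13* passed under no setting (lowest adjusted p = 0.0505). *Pla2g4c* and the gasdermin C genes passed here.

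The paper names galectin-3 and neuregulin-1 as genes whose rise with infection was smaller in cKO mice. Here the rise of *Lgals3* in controls (2.17, adjusted p = 0.515) and of *Nrg1* (0.83, adjusted p = 0.687) did not pass the test, nor did their difference between infected genotypes (−1.12 and −0.64). *Lgals3* passed with both covariates in infected against naïve controls (adjusted p = 0.0292), a setting chosen after seeing the values, and *Nrg1* under no setting (lowest adjusted p = 0.13).

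Figure 4A shows *Rnase2a* and *Retnla* at high levels in infected mice of both genotypes. Here *Rnase2a* was at 0.978 and 3.20 TPM in the 2 infected control mice and at 13.1 to 22.8 TPM in infected cKO mice, and *Retnla* at 13.5 and 51.7 TPM and at 96.3 to 202 TPM. The infected control mouse of that figure with the highest level of both genes is not analysed here.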

Other observations

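The counts over the authors' own list of neutrophil genes were chosen after the data were seen, and the other tests in this part were set beforehand.

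Cell type genes that the text above does not describe also differed between infected and naïve cKO mice. Of 19 tuft cell genes, 3 rose against naïve cKO mice (10 when adjusted over the list alone; median log2 fold change 1.01, adjusted p = 0.224 with an estimated correlation). One of these was *Alox5ap*, needed for leukotriene synthesis (2.04, SE 0.28, adjusted p = 0.00207). Of 18 genes of fetal-like and regenerating epithelium, 6 rose (7 when adjusted over the list alone; median 0.98, adjusted p = 0.148 with an estimated correlation), among them *Anxa10* (5.38), which is also expressed in stomach mucosa. Of 18 Paneth cell genes, 1 rose and 3 fell (1 and 5 when adjusted over the list alone; median −1.20, adjusted p = 0.148 with an estimated correlation). The antimicrobial peptide gene *Defa29* fell by 3.84 (SE 0.67, adjusted p = 0.0114). Of 27 absorptive enterocyte genes, 0 rose and 2 fell (4 fell when adjusted over the list alone; median −0.60, adjusted p = 0.224 with an estimated correlation). *Lct*, the gene of the milk sugar enzyme lactase, fell from 290.2 ± 225 TPM (SD, n = 4) to 13.3 ± 4.77 TPM (SD, n = 4), a log2 fold change of −4.06 (SE 0.86, adjusted p = 0.0327). *Cubn*, a receptor for vitamin B12 uptake, had a log2 fold change of −3.34 (adjusted p = 0.0317). The call of *Defa29* ended without naïve cKO replicate 3 or 4 (adjusted p = 0.0528 and 0.0539), that of *Lct* without naïve cKO replicate 2, 3 or 4 or infected cKO replicate 1, 2 or 4 (0.065 to 0.123), and that of *Cubn* without naïve cKO replicate 2, 3 or 4 or any infected cKO replicate (0.0513 to 0.123). With sex as a covariate 13 of the 294 calls in this comparison stayed, and those of *Alox5ap*, *Anxa10*, *Defa29*, *Lct* and *Cubn* ended (0.138, 0.536, 0.224, 0.515 and 0.615), as naïve cKO mice were all female and 3 of 4 infected ones male. That fit in effect sets the 1 infected female against the naïve cKO mice, so these changes rest on that mouse. The call of *Anxa10* also ended with median ratio scaling (0.0525), and those of *Lct* and *Cubn* with no filter (0.0832 and 0.0845) and without the 5 libraries highest in stomach genes, a setting chosen after seeing the data (0.22 and 0.0576). Stomach genes had a median of 3.12 in the same comparison (adjusted p = 0.232 with an estimated correlation).

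Between naïve cKO and naïve control mice, the list of neutrophil genes had a median below 0, as given above, and was written after values of some neutrophil genes had been seen. Of its 22 genes, limma called 0 over all genes (243 genes in the whole comparison at an unadjusted p under 0.05, against 1041 by chance), and 6 were lower when adjusted over the list alone. These were the calprotectin genes *S100a9* (−1.77) and *S100a8* (−1.63), the granule genes *Ngp* (−1.64) and *Camp* (−1.43), the collagenase gene *Mmp8* (−1.21) and the myeloperoxidase gene *Mpo* (−1.20), with p adjusted over the list alone of 0.00565 to 0.0451. The other members did not pass over the list alone, among them the granule genes *Ltf* (−0.97), *Lcn2* (−0.76) and *Mmp9* (−0.09) and the receptor genes *Cxcr2* (−0.46), *Csf3r* (−0.21) and *Il1r2* (0.05). In infected mice *Ngp* (−1.86), *Camp* (−1.85) and *S100a9* (−1.69) lay on the same side between cKO and control mice (adjusted p = 0.518, 0.518 and 0.777), and the list had a median of −0.56 with 6 lower when adjusted over the list alone (adjusted p = 0.398 with an estimated correlation). Of the authors' own list of 63 neutrophil genes, 42 were measured above the filter and 0 were called between naïve genotypes (median −0.18). That list was drawn up by the study, so its direction is not independent evidence.

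Some further lists passed camera's preset test in infected against naïve controls and lost it with an estimated correlation. Of 18 genes of fetal-like epithelium 0 were called (7 higher when adjusted over the list alone; median 1.04, adjusted p = 0.132 with an estimated correlation), and of 10 genes shared by mast cells and basophils 0 were called (4 higher when adjusted over the list alone; median 0.72, adjusted p = 0.132 with an estimated correlation). Of 23 proliferation genes 0 were called, all 23 had a log2 fold change above 0 and the median was 0.97 (adjusted p = 0.765 with an estimated correlation). The list of 27 enterocyte genes did not pass the preset test (adjusted p = 0.0528), which pointed to lower levels while the median was 0.34. Between infected genotypes, interferon-gamma and antigen presentation genes had a median of −0.72 and xenobiotic metabolism genes of −0.81, with 0 called in either (adjusted p = 0.766 with an estimated correlation for both).

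*Chil3* had the largest difference between the infection responses of cKO and control mice among the genes the paper names in its text or labels in Figure 3C. It was 4.38 on the log2 scale (SE 0.70, 95% interval 2.88 to 5.87), with an adjusted p of 0.399 from limma.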
